# Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration

**DOI:** 10.1101/gad.284992.116

**Published:** 2016-10-01

**Authors:** Vidya Ramesh, Efil Bayam, Filippo M. Cernilogar, Ian M. Bonapace, Markus Schulze, Markus J. Riemenschneider, Gunnar Schotta, Magdalena Götz

**Keywords:** neural stem cells, neuronal differentiation, IAP, Tet, 5hmC

## Abstract

In order to understand whether early epigenetic mechanisms instruct the long-term behavior of neural stem cells (NSCs) and their progeny, we examined *Uhrf1* (ubiquitin-like PHD ring finger-1; also known as Np95), as it is highly expressed in NSCs of the developing brain and rapidly down-regulated upon differentiation. Conditional deletion of *Uhrf1* in the developing cerebral cortex resulted in rather normal proliferation and neurogenesis but severe postnatal neurodegeneration. During development, deletion of *Uhrf1* lead to global DNA hypomethylation with a strong activation of the intracisternal A particle (IAP) family of endogenous retroviral elements, accompanied by an increase in 5-hydroxymethylcytosine. Down-regulation of Tet enzymes rescued the IAP activation in *Uhrf1* conditional knockout (cKO) cells, suggesting an antagonistic interplay between *Uhrf1* and *Tet* on IAP regulation. As IAP up-regulation persists into postnatal stages in the *Uhrf1* cKO mice, our data show the lack of means to repress IAPs in differentiating neurons that normally never express *Uhrf1*. The high load of viral proteins and other transcriptional deregulation ultimately led to postnatal neurodegeneration. Taken together, these data show that early developmental NSC factors can have long-term effects in neuronal differentiation and survival. Moreover, they highlight how specific the consequences of widespread changes in DNA methylation are for certain classes of retroviral elements.

## Abstract (precis)

Ramesh et al. show that conditional deletion of Uhrf1 in the developing cerebral cortex resulted in global DNA hypomethylation with a strong activation of the intracisternal A particle (IAP) family of endogenous retroviral elements. The high load of viral proteins and other transcriptional deregulation ultimately lead to postnatal neurodegeneration.

Neurogenesis is a complex process comprising several critical steps from proliferation of stem and progenitor cells to their differentiation and maturation into neurons. Each step of the neurogenic cascade is under tight transcriptional and post-transcriptional control and needs to be coordinated with the next differentiation step. Several transcription factors have been identified with key roles in specifying neurogenic fate in neural stem or progenitor cells, such as proneural factors Ascl1 and Ngn2, homeobox transcription factors Pax6 and Dlx, and many others (Schuurmans and Guillemot 2002; Wilkinson et al. 2013). These factors have early effects on neural stem cell (NSC) behavior and neurogenesis via transcriptional regulation. However, much less is known regarding whether and how mechanisms acting early in NSCs may exert effects only at later stages of neuronal differentiation or on postnatal gliogenesis. One of the key questions lies in unraveling the extent to which factors present at early developmental stages leave long-lasting traces on transcriptional regulation, affecting late stages of neuronal differentiation.

One mechanism by which gene regulation is modulated is via epigenetic modifications, such as DNA methylation (Tyssowski et al. 2014). DNA methylation is carried out by the Dnmt group of methyltransferases: Dnmt1, Dnmt3a, and Dnmt3b. Dnmt3 enzymes are de novo methyltransferases, whereas Dnmt1 is largely involved in maintaining DNA methylation in somatic cycling cells. DNA methylation modulates the expression of both genes and noncoding regions, such as transposable elements. In particular, it is involved in repressing transposable elements such as retrotransposons (REs). REs have been suggested to contribute to the evolution of complex brains and generation of neuronal diversity (Muotri et al. 2005; Singer et al. 2010). Thus, regulation of REs in neural development may be of particular importance, but its understanding is yet in its infancy.

Recent studies have shown that Uhrf1 (ubiquitin-like PHD ring finger-1; also known as Np95) acts as an important adapter for Dnmts (Meilinger et al. 2009; Berkyurek et al. 2014). Uhrf1 has been shown primarily to interact with Dnmt1, thus playing a major role in the maintenance of DNA methylation in proliferating cells. Uhrf1 also possesses a RING finger domain, which has been linked to histone and protein ubiquitination and turnover (Citterio et al. 2004; Liu et al. 2013; Nishiyama et al. 2013; Qin et al. 2015). Moreover, Uhrf1 has also been involved in establishing and reorganizing heterochromatin sites (Papait et al. 2008; De Vos et al. 2014). In embryonic or skin stem cells, *Uhrf1* is expressed during proliferation and down-regulated upon differentiation (Sharif et al. 2007; Sen et al. 2010). It has also been described to play a key role in regulatory T-cell differentiation and cancer formation and progression (Hervouet et al. 2010; Tien et al. 2011; Babbio et al. 2012; Obata et al. 2014; Pacaud et al. 2014).

Interestingly, in our genome-wide expression analysis of NSCs in the developing and adult forebrain (Pinto et al. 2008; Beckervordersandforth et al. 2010), we identified *Uhrf1* to be highly enriched in embryonic and adult NSCs. This was observed in contrast to *Dnmt1*, which is expressed in both NSCs and their differentiated progeny (Goto et al. 1994; Inano et al. 2000). Thus, we considered it an excellent candidate to investigate whether an early NSC factor can exert long-term effects on neurogenesis.

We found that early deletion of *Uhrf1* in cerebral cortex NSCs leads to neurodegeneration largely at postnatal stages in this region. Furthermore, we observed major changes in DNA methylation marks with little impact on gene expression and no change in cell fate. The most striking changes that we observed were on specific endogeneous retroviral elements (ERVs); namely, intracisternal A particle (IAP). We could determine the underlying mechanism of IAP regulation in this system, uncovering an antagonistic interplay between Uhrf1 and the Tet machinery on the regulation of specific ERV elements.

## Results

### Uhrf1 is expressed in embryonic and adult neural stem and progenitor cells

We first performed a comprehensive analysis of *Uhrf1* expression at the peak of neurogenesis (embryonic day 14 [E14]) in the developing cerebral cortex. Uhrf1 immunoreactivity was very strong in the ventricular zone (VZ), where NSCs and progenitors are located (Fig. 1A). However, it was virtually absent in the intermediate zone and cortical plate (CP) of the dorsal telencephalon (Fig. 1A). Uhrf1 immunoreactivity clearly colocalized with the NSC marker Pax6 in the developing cerebral cortex (Fig. 1B). Thus, Uhrf1 is present early in the neurogenic lineage; namely, in Pax6^+^ neural stem and progenitor cells. It is rapidly down-regulated in the next stage of the lineage in Tbr2^+^ transit-amplifying progenitors in the subventricular zone (SVZ) (Fig. 1C). Uhrf1 is also not detectable in differentiating Tuj1^+^ neurons located in the CP (Fig. 1D). At early postnatal stages (e.g., postnatal day 5 [P5]), when neurogenesis has subsided in the cerebral cortex, Uhrf1 immunoreactivity was restricted to a few scattered cells (Fig. 1E,E′). These cells are likely glial progenitor cells, as some were proliferating and double-labeled for Ki67 (Fig. 1E,G). Similar to embryonic stages, Uhrf1 was not detectable in NeuN^+^ neurons (Fig. 1E,F).

**Figure 1.**
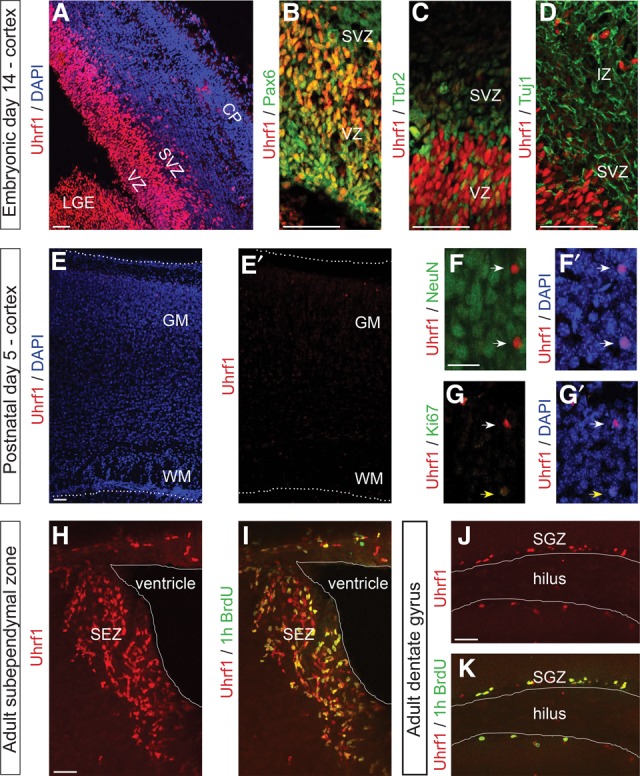
Immunostaining for Uhrf1 in the telencephalon from embryonic to adult stages. Confocal images of coronal sections of an E14 telencephalon (*A*–*D*) and a P5 cerebral cortex (*E*–*G*) as well as the subependymal zone (SEZ) (*H*,*I*) and dentate gyrus (*J*,*K*) of 2-mo-old mice stained as indicated. In *F* and *G*, white arrows indicate nuclei positive for only Uhrf1, while yellow arrows indicate Uhrf1/Ki67-double-positive nuclei. BrdU in *I* and *K* was given 1 h prior to analysis. Bars: *F*,*G*, 25 µm; all other panels, 50 µm. (IZ) Intermediate zone; (GM) gray matter; (WM) white matter; (LGE) lateral ganglionic eminence; (SGZ) subgranular zone.

In contrast to the few Uhrf1^+^ cells in the postnatal and adult cerebral cortex, Uhrf1 immunostaining was very prominent in both adult neurogenic niches—the subependymal zone (SEZ) and subgranular zone (SGZ) of the hippocampus (Fig. 1H–K). NSCs were detected by their label-retaining properties with the DNA analog BrdU. BrdU was given for 2 wk followed by a 2-wk chase without BrdU. Double stainings revealed that, in the SEZ, Uhrf1 was contained in a subset of NSCs, labeled by both BrdU and Gfap (Supplemental Fig. 1A–D). It was present in virtually all fast-proliferating transient-amplifying progenitors labeled by a 1-h pulse of BrdU (Fig. 1I,K) and many doublecortin^+^ neuroblasts (Supplemental Fig. 1E,F). We also performed quantitative RT–PCR (qRT–PCR) for *Uhrf1* in E14 NSCs (fluorescence-activated cell sorting [FACS] isolated with antibody against Prominin 1) and neurons (FACS isolated with antibody against PSA-NCAM) as well as adult tissue isolated from the adult SVZ and cerebral cortex white and gray matter (Supplemental Fig. 1G). Indeed, *Uhrf1* mRNA was already much lower in embryonic neurons and barely detectable in the adult cerebral cortex gray matter, where all the neurons reside. Conversely, glial cells in the white matter express *Uhrf1* to some degree, although at lower levels than the SVZ. Taken together, Uhrf1 is most prominently expressed during the early stages of the neurogenic lineage in both embryonic and adult brains.

### Uhrf1 deletion does not affect proliferation and cell fate in the developing cerebral cortex

To investigate the function of *Uhrf1* in neural stem and progenitor cells, we used the *Emx1*^Cre^ mouse line (Iwasato et al. 2000) to delete the floxed exon4 of *Uhrf1* (Fig. 2A) specifically in the dorsal telencephalon (Cappello et al. 2006). As reported previously, Cre-mediated deletion occurs around E10. Uhrf1 immunoreactivity was already almost completely lost at E12 in the cerebral cortex of *Emx1*^Cre/+^*Uhrf1*^−/−^ (referred to here as conditional knockout [cKO]) embryos, as compared with *Emx1*^Cre/+^ *Uhrf1*^+/−^ (referred to here as control) embryos (Fig. 2B,C). As expected by the region-specific recombination occurring only in the cerebral cortex, Uhrf1 immunostaining was not affected in the lateral ganglionic eminence (LGE) in cKO embryos (Fig. 2C).

**Figure 2.**
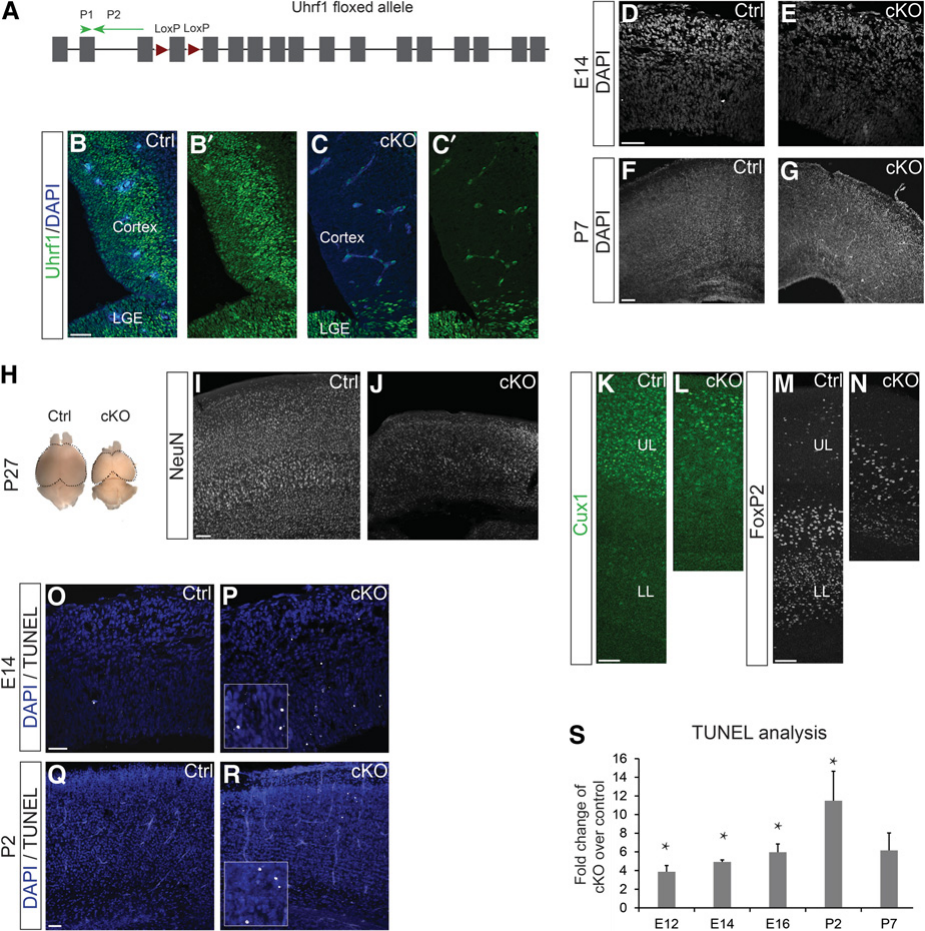
Cortex-specific *Uhrf1* cKO results in a delayed neurodegenerative phenotype. (*A*) Schematic drawing of a targeted allele in *Uhrf1* floxed mice obtained from EUCOMM (European Conditional Mouse Mutagenesis Program). Green arrows indicate the positions of qPCR primers, red arrows are loxP sites flanking exon 4 of *Uhrf1*, and gray bars are exons. (*B*,*C*) Confocal images of coronal sections of E12 control (Ctrl; *Emx1*^Cre+/−^ *Uhrf1*^fl/+^) (*B*) and E12 *Uhrf1* cKO (cKO; *Emx1*^Cre+/−^ *Uhrf1*^fl/fl^) (*C*) embryos showing a decrease of Uhrf1 immunostaining in the cKO cortex but not in the LGE. (*D*–*G*) Confocal images of coronal sections of E14 (*D*,*E*) and P7 (*F*,*G*) cortices in control and cKO stained with DAPI showing the comparable thickness and cellular architecture of the E14 cerebral cortex (*D*,*E*), while the P7 cKO cerebral cortex is reduced in thickness (*F*,*G*). (*H*) Macroscopic image of the full brain of a 1-mo-old control and cKO. Note the prominent reduction of the cerebral cortex hemispheres in the cKO at the *right*. (*I*–*N*) Confocal images of coronal sections of the cerebral cortex at 1 mo of age immunostained as indicated. (*I*,*J*) Images show pronounced thinning of the cKO cerebral cortex due to reduced NeuN^+^ neurons of all layers. (*K–N*) Images show reduction of both upper- and lower-layer neurons (Cux1 for the upper layers and FoxP2 for the lower layers). (*O*–*R*) Confocal images of coronal sections of the cerebral cortex at E14 (*O*,*P*) and P2 (*Q*,*R*) stained for TUNEL and nuclei stained with DAPI. The *insets* show TUNEL^+^ cells in the cKO. (*S*) Histogram showing fold change of TUNEL^+^ cells in cKO cerebral cortices over controls at the times indicated from E12 to P7. Error bars indicate standard error of mean. *n* = 4 or 5 for all stages except P7, where *n* = 2. (*) Significance with *P*-value of <0.05. Bar, 50 µm. (UL) Upper layers; (LL) lower layer.

To our surprise, the early deletion of *Uhrf1* had little effect on embryonic development, as the cerebral cortex had a normal size even at later stages, such as E14 (Fig. 2D,E) and P2 (Fig. 2Q,R). Moreover, numbers of NSCs and progenitors were comparable, as detected by Pax6 and Tbr2 immunostaining at E14 (Supplemental Fig. 2A–C,G,H). Quantifications of Pax6^+^ cells confirmed unchanged NSC numbers (Supplemental Fig. 2C). Likewise, the numbers of mitotic cells labeled by pH3 were not altered in *Uhrf1* cKO compared with controls (Supplemental Fig. 2D–F). Also, cortical neurons (labeled with Tbr1) were comparable in the CP of both genotypes, which also showed similar thicknesses (Supplemental Fig. 2I–L). Thus, in contrast to the previously reported role of *Uhrf1* in the proliferation of embryonic stem cells and regulatory T cells (Jeanblanc et al. 2005; Obata et al. 2014), it is largely dispensable for proliferation and major fate decisions in the developing dorsal telencephalon.

### Uhrf1 deletion results in neurodegeneration due to increased apoptosis at early postnatal stages

The first gross morphological phenotype after *Uhrf1* deletion became detectable at early postnatal stages (P7), when the thickness of the cKO cerebral cortex was reduced (Fig. 2F,G). At P27, the cerebral cortex size was significantly smaller not only macroscopically and in rostro-caudal extension (Fig. 2H) but also in thickness, as evident in coronal sections showing a severe reduction of NeuN^+^ neuronal layers (Fig. 2I,J). To understand whether *Uhrf1* plays a role in fate decisions, we investigated whether the neuronal composition of the remaining neurons was altered in the cKO cerebral cortex. However, both upper-layer neurons labeled by Cux1 immunostaining and lower-layer neurons labeled by FoxP2 were strongly reduced in number (Fig. 2K–N) in the cKOs, suggesting that neurons of all layers are similarly affected. In addition, the normal layer sequence was preserved, with upper-layer neurons on top of lower-layer neurons (Fig. 2K–N). In addition, we examined cortical layers at an earlier time point (E18) before the neurodegenerative phenotype was observed and did not observe any differences in cortical layering between controls and cKO cortices (Supplemental Fig. 2O,P), further suggesting that initial neuronal differentiation was unaffected.

We next examined cell death as a possible cause for this severe phenotype. Interestingly, while cortical thickness was not yet affected at E14, we already observed an increase in apoptotic TUNEL^+^ cells at this stage (Fig. 2O,P), which started at E12 (Fig. 2S). Moreover, both Pax6-positive and Pax6-negative cells were TUNEL-positive (Supplemental Fig. 2M,N), suggesting that multiple cell types are affected by the cell death. This fourfold to fivefold increase was maintained throughout embryogenesis but later peaked at early postnatal stages in cKO cerebral cortices, reaching 11-fold higher levels of cell death at P2 (Fig. 2Q–S). After this peak, the decrease in cortex thickness started to become visible from P5 on and was reproducibly noted at P7 (Fig. 2G; data not shown). Thus, loss of Uhrf1 at the onset of neurogenesis leads to an immediate increase in cell death that further escalates at the time of neuronal maturation during postnatal stages (Fig. 2S).

Immunostaining for glial cells with Olig2 and S100β showed a relatively comparable density at P5 and P27 in controls and *Uhrf1* cKO (Supplemental Fig. 3A,B,K,L). Reactive gliosis was detectable only after the peak of cell death, as indicated by an up-regulation of Gfap immunostaining at P27 (Supplemental Fig. 3I,J) that was absent at P5 (Supplemental Fig. 3C,D). Furthermore, we did not observe a premature Gfap expression or microglial activation in the embryonic cortex, suggesting that the embryonic cell death was insufficient to trigger reactive gliosis (Supplemental Fig. 3E–H).

Taken together, these data demonstrate that although Uhrf1 is expressed only in NSCs and is absent in neurons, it exerts long-term effects, as observed by the postnatal cellular degeneration.

### Activation of cellular stress genes with no transcriptional changes in cell fate genes

In order to understand the molecular changes occurring during neurodegeneration in the *Uhrf1* cKO, we performed transcriptional profiling at E16 and P5. 

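In the E16 cortices, Uhrf1 itself was measured at 7.24, 13.2 and 13.0 FPKM in the 3 control libraries and at 2.75 and 2.61 FPKM in the 2 cKO libraries. The cKO mean was 24% of the control mean (log2 fold change -1.97, SE 0.28, adjusted p = 0.00775, limma). Every cKO library lay below every control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 2 allow), and the adjusted p was 0.258 without MG18 and 0.266 without MG19. Uhrf1 lies on chromosome 17 from 56303337 to 56323486 of GRCm38, and the Emx1-driven Cre removes a floxed exon in the dorsal telencephalon, so that fragments from the other exons and from cells outside the Emx1 lineage are still counted. Xist, the RNA that coats the inactive X chromosome in females, and 4 Y-linked genes differed between libraries in both groups. The control libraries MG15 and MG17 held Y-linked transcripts, with Ddx3y at 19.4 and 21.8 FPKM, Eif2s3y at 24.8 and 49.7, Kdm5d at 13.4 and 20.9 and Uty at 11.8 and 18.1. The cKO library MG18 held them too, with Ddx3y at 13.3 FPKM, Eif2s3y at 26.5, Kdm5d at 13.5 and Uty at 10.3. Xist was high in the control library MG16, at 66.6 FPKM, and in the cKO library MG19, at 96.3 FPKM.

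The data are RNA-seq of whole dissected cortices at embryonic day 16. There are 3 libraries from control animals, which carry the Emx1-driven Cre and lack Uhrf1 on 1 allele, and 2 from cKO animals, and the paper calls them biological replicates. The P5 and ventricular zone libraries are not analysed here. The authors depleted ribosomal RNA, made libraries with a strand-specific kit and mapped the paired reads to mm10 with TopHat2. They removed reads that were not in proper pairs, mapped to several places, were duplicated or aligned poorly, and computed FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) for each gene and library with Cuffdiff and cummeRbund. Because reads that fit several places were removed, values of genes with close paralogs or pseudogenes are uncertain. The table holds no counts. The lowest values of 1622 long genes with a single annotated transcript lay near multiples of what 1 fragment is worth, which gives an approximate depth of 44000000, 16000000 and 11000000 fragments for the controls MG15, MG16 and MG17 and of 9300000 and 10000000 fragments for the cKO libraries MG18 and MG19. The estimate is rough, since 59.5% of such values in MG15 and at most 91.3% in any library lay within 0.25 of a whole number of fragments, where chance gives 50%. RNAs with names of small nucleolar, spliceosomal and micro RNAs took 87.4%, 64.6% and 71.7% of the summed FPKM in the controls and 39.2% and 56.0% in the cKO libraries, and were left out of the tests.

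For the comparison, log2(FPKM + 0.1) was fitted with limma, using moderated statistics with a trend on the mean, for the 14698 genes with a mean of at least 0.1 FPKM over the 5 libraries. Adjusted p was computed after Benjamini and Hochberg. All log2 fold changes are cKO minus control on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. A value of exactly 0 can be a failed estimate in such a table. Rpl23a, a ribosomal protein gene that every cell uses, is listed at 0 in both cKO libraries. It stood at only 1.01, 0.702 and 0.604 FPKM in the controls, so that its 0 can also come from few fragments. Genes at 0 are therefore called listed at 0, and no fold is read against a group in which every library is at 0.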

At E16, we detected surprisingly few significant changes of coding gene expression (*P*-value of <0.05; fold change of >2) between cKO and control cerebral cortices, with 89 up-regulated and 20 down-regulated genes (Fig. 3A). 

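Among the genes with the largest rise in the cKO were Rpl39l, a paralog of a ribosomal protein gene, and Rhox5, an X-linked homeobox gene of the reproductive tract. Both were close to silent in the controls. In all, 423 genes were higher and 171 were lower in the cKO at an unadjusted p under 0.05 and over 2-fold, among them 385 and 135 protein-coding genes. At an adjusted p under 0.05, 161 genes were higher and 24 were lower. The higher genes had a median control level of 0.185 FPKM against 8.96 FPKM for all genes tested. Rpl39l stood at 0.113, 0 and 0.477 FPKM in controls and 45.0 and 59.6 FPKM in the cKO (log2 fold change 7.81, SE 0.60, adjusted p = 1.5e-04, limma). The adjusted p of Rpl39l was 0.0757 without MG18 and 0.0836 without MG19. Rhox5 stood at 0.0707, 0 and 0.115 FPKM in controls and 28.4 and 18.9 FPKM in the cKO (log2 fold change 7.24, SE 0.39, adjusted p = 2.6e-05).

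The X-linked gene 4930550L24Rik (log2 fold change 7.08, SE 0.34, adjusted p = 1.3e-05) and the X-linked gene Xlr3c (log2 fold change 6.98, SE 0.53, adjusted p = 1.4e-04) followed. Serpinb1c, a serine protease inhibitor, the long noncoding RNA Kank4os and Slfn4, a Schlafen family gene, had log2 fold changes of 6.58, 6.02 and 5.87. Other genes among the 14 with the largest change are listed at 0 in all 3 controls, so that no fold is given. In the 2 cKO libraries Sectm1a stood at 13.7 and 11.4 FPKM, Rpl34-ps1 at 11.2 and 9.90, Wfdc9 at 5.99 and 11.7, the tubulin gene Tuba3b at 7.94 and 7.67 and Pet2 at 6.23 and 6.23. The short RNAs Rmrp and Rpph1, the RNA parts of the RNase MRP and RNase P enzymes, are listed at 0 in all controls and at 125087 and 142815 and 10746 and 101955 FPKM in the cKO libraries, and values of such short RNAs are uncertain in a table of this kind. With 1 cKO library left out, the adjusted p of Xlr3c was 0.0716 without MG18 and 0.0746 without MG19. In all, 66 of the 423 higher genes are listed at 0 in every control, and without these and the 32 lower genes listed at 0 in both cKO libraries, 357 genes were higher and 139 lower.

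Among the 8 genes with the largest fall, Lst1 at 3.70, 2.63 and 3.97 FPKM in controls, the noncoding RNAs Smc2os at 0.885, 2.04 and 1.28 and AA413626 at 1.31, 1.69 and 0.808, Rpl23a at 1.01, 0.702 and 0.604 and the claudin gene Cldn10 at 1.06, 1.02 and 0.308 are all listed at 0 in both cKO libraries. Snurf, an imprinted gene, stood at 6.81, 26.5 and 20.7 FPKM in controls and 0.202 and 6.40 FPKM in the cKO libraries MG18 and MG19, so that MG18 sets most of its log2 fold change of -3.48 (SE 1.06, adjusted p = 0.240). The alpha globin gene Hba-a2 (-4.75, adjusted p = 0.403) and the pseudogene Gm6644 (-3.39, adjusted p = 0.242) share sequence with other copies, and their values are uncertain.

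The groups did not overlap for 411 of the higher and 157 of the lower genes, and for 30.8% of all genes tested, where chance gives 20%. With a pseudocount of 1 in place of 0.1 the counts were 154 higher and 25 lower, and with genes of a mean of at least 1 FPKM they were 172 and 64. Quantile normalization gave 321 higher and 288 lower genes. Without the cKO library MG18, 313 genes were lower at an unadjusted p under 0.05 and over 2-fold, and 34 genes were higher and 2 lower at an adjusted p under 0.05, against 45 and 4 without the cKO library MG19. Without the control MG15 or MG16, 10 or 11 genes were lower at an adjusted p under 0.05.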

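Genes close to silent in control cortex and switched on in the cKO included Rhox5, Syce1, Trib3 and 4930550L24Rik. Syce1, a component of the synaptonemal complex that holds chromosomes together in meiosis, stood at 0.0983, 0.0848 and 0.0580 FPKM in controls and 7.01 and 7.08 FPKM in the cKO (log2 fold change 5.31, SE 0.33, adjusted p = 5.1e-05, limma). Trib3, a stress-induced pseudokinase, stood at 0.0691, 0 and 0.115 FPKM in controls and 1.22 and 1.13 FPKM in the cKO. With derepressed genes defined by a mean under 0.1 FPKM in the controls and over 0.1 FPKM in the cKO, 168 of the 594 genes that changed at an unadjusted p under 0.05 and over 2-fold were derepressed, or 28.3% (95% exact binomial interval 24.7% to 32.1%). Of these, 146 are protein-coding and 56 reached a mean of 1 FPKM in the cKO. The X chromosome carried 29 of them, or 17.4% of the 167 with a known position, against 5.09% of the other genes under 0.1 FPKM in the controls (Fisher's exact test, odds ratio 3.91, p = 1.3e-08). With the X-linked Xlr, Rhox and Mage families, whose members share sequence, counted as 1 gene each, it was 19 of 157 (Fisher's exact test, odds ratio 2.83, p = 1.6e-04). This background was chosen after seeing the data.

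The bound of 0.1 FPKM corresponds to about 1 fragment per kilobase of transcript in the control MG17 and both cKO libraries, and to more in the deeper controls, where 1 fragment per kilobase is worth 0.0225 FPKM in MG15 and 0.0610 FPKM in MG16. A gene under the bound can thus be expressed at a low level in the controls. The share of derepressed genes was 12.3% among genes with a mean of at least 1 FPKM and 36.1% with no filter, both outside the binomial interval. That interval treats genes measured in the same libraries as independent and leaves out variation between animals.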

Interestingly, we observed 30% of deregulated genes to be derepressed in *Uhrf1* cKO (orange in Supplemental Table 1). Derepressed genes were defined as those having no expression in the control (<0.1 FPKM [fragments per million bases]) and activated in *Uhrf1* cKO (greater than twofold change). 

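Of 43 genes on a list of cortical and glial fate determinants, which also holds glial markers such as Gfap and S100b, 2 were higher and none was lower at an unadjusted p under 0.05 and over 2-fold. Gfap, the intermediate filament of astrocytes, was higher, at 0.833, 0.424 and 0.224 FPKM in controls and 2.91 and 2.52 FPKM in the cKO (log2 fold change 2.37, SE 0.44, adjusted p = 0.0362, limma). Gsx2, a transcription factor of ventral progenitors, stood at 0.403, 0.238 and 0.773 FPKM in controls and 0.980 and 1.10 FPKM in the cKO, with an adjusted p of 0.390. The adjusted p of Gfap was 0.0930 without MG16, 0.0675 without MG17, 0.442 without MG18 and 0.368 without MG19. At an adjusted p under 0.05 only Gfap was called, and adjusted over the list alone, Gfap was higher and Lhx2 (-0.70) and Eomes (-0.79) were lower. The list as a whole did not pass (median log2 fold change 0.05, 22 higher and 21 lower, camera adjusted p = 0.503).

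The transcription factors of dorsal progenitors did not pass. Pax6, on chromosome 2 from 105668896 to 105698410 of GRCm38, stood at 16.2, 20.5 and 22.4 FPKM in controls and 10.7 and 13.9 FPKM in the cKO (log2 fold change -0.68, SE 0.20, adjusted p = 0.230). Eomes (Tbr2), which marks intermediate progenitors, stood at 45.6 ± 8.88 FPKM (SD, n = 3) in controls and 25.9 ± 1.24 FPKM (SD, n = 2) in the cKO (log2 fold change -0.79, SE 0.19, adjusted p = 0.118), and Neurog2 (Ngn2) at 50.9, 65.3 and 91.8 and 42.2 and 41.0 FPKM (-0.69, adjusted p = 0.292). Emx1, the gene whose locus drives the Cre, had a log2 fold change of -0.58 (SE 0.17, adjusted p = 0.235) and Emx2 of -0.17 (adjusted p = 0.833). In each cKO library, Pax6, Eomes, Neurog2 and Emx1 lay below all controls. Of 13 markers of apical and intermediate progenitors, Vim (-0.24) and Fabp7 (-0.52) among them, none passed both thresholds, and adjusted over the list alone Eomes, Pax6, Nes (-0.51), Hopx (-0.88) and Neurog2 were lower. The list was lower by camera (median -0.41, 11 of 13 lower, adjusted p = 1.6e-04), a call that was lost with an estimated correlation (adjusted p = 0.427).

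Among genes of postmitotic neurons and of glia other than Gfap, the log2 fold change was 0.32 for Tbr1, 0.40 for Cux1, 0.31 for Bcl11b (Ctip2), 0.07 for Foxp2, 0.68 for Olig2 and 0.36 for S100b, with adjusted p from 0.354 to 0.948, and these did not pass. In simulated data of this design, a change of 2-fold was found in 23% of 100 genes at an adjusted p under 0.05. Smaller differences would thus often be missed, and detection at low expression levels was not tested separately. Without the cKO library MG19 4 of the fate genes passed an unadjusted p under 0.05 and over 2-fold, and without MG16 or MG18 1 did. Lhx2, Nes and Hopx are named because of their values. In the same libraries, markers of the ventral telencephalon and of interneurons had a median log2 fold change of 0.63 (21 of 21 higher, camera adjusted p = 2.4e-07, and 0.178 with an estimated correlation).

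**Figure D1:**
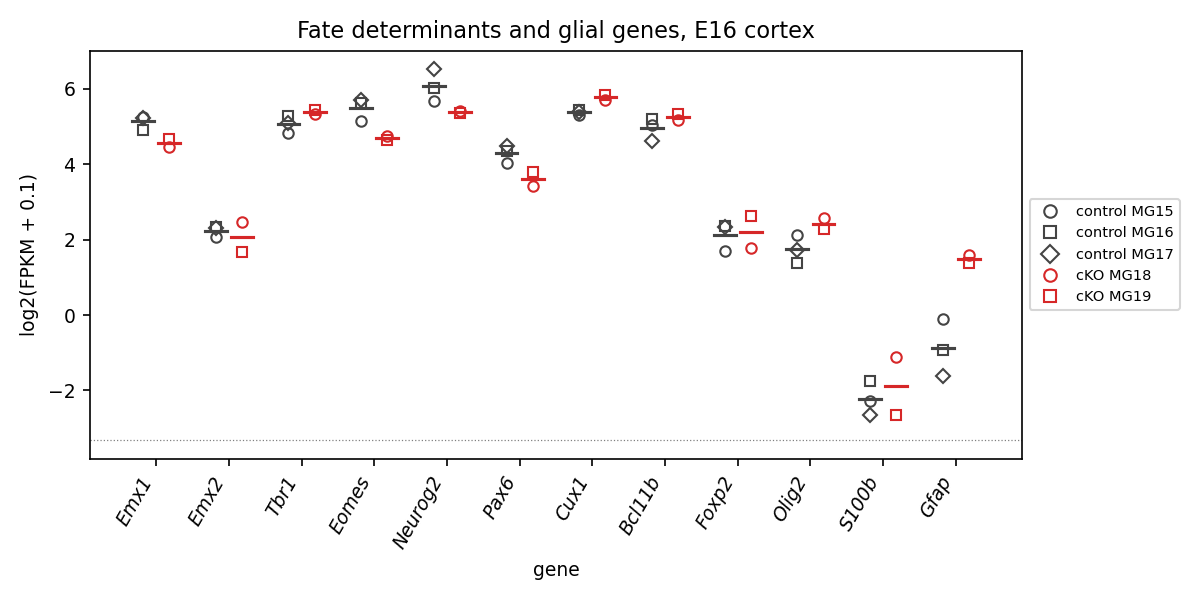
Log2(FPKM + 0.1) of 12 fate determinants and glial genes (horizontal axis) in the 3 control libraries (grey symbols) and the 2 cKO libraries (red symbols). Lines mark group means on the log2 scale and the dotted line marks 0 FPKM. Gfap lies higher in both cKO libraries (log2 fold change 2.37), while Pax6, Eomes and Neurog2 lie lower by less than 2-fold.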

Notably, the deregulated genes did not contain any glial or other fate determinants, such as *Emx1/2*, *Tbr1/2*, *Ngn2*, or *Pax6* (Supplemental Table 1), consistent with the lack of fate changes observed by our histological analysis. However, we noted derepression of lineage-inappropriate genes such as those related to the germ cell lineage (green in Supplemental Table 1). Furthermore, in order to detect the transcriptional changes in cells expressing Uhrf1, we performed RNA sequencing (RNA-seq) specifically in the germinal zones of *Uhrf1* control and cKO cortices. 

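Of 29 gene lists tested, that of genes normally active in germ cells had the highest median log2 fold change. Of 90 such genes in the table, 52 reached the mean of 0.1 FPKM over all libraries that the test asks for, and of these 32 were higher and 1 was lower at an unadjusted p under 0.05 and over 2-fold, 24 were higher at an adjusted p under 0.05 (33 when adjusted over the list alone), and 24 met the definition of derepressed genes. They included genes of the synaptonemal complex and meiotic recombination, such as, with their log2 fold changes, Mnd1 (4.43), Hsf2bp (2.42) and Sycp3 (2.34), and genes that silence transposons through piRNAs in the germ line, such as Piwil2 (2.87). Tex19.1, Asz1 and Gpat2, which act in transposon control too, are listed at 0 in all controls and stood at 1.70 and 0.754, 0.597 and 1.08 and 4.03 and 3.58 FPKM in the cKO libraries. X-linked clusters took part, with Xlr3a at 0.782, 0.643 and 1.09 FPKM in controls and 8.26 and 10.5 FPKM in the cKO (log2 fold change 3.35, SE 0.29, adjusted p = 3.3e-04, limma), Xlr4a at a log2 fold change of 3.97 and Rhox2a listed at 0 in all controls and at 0.923 and 1.02 FPKM in the cKO. Members of the Xlr, Rhox and tubulin families share sequence with each other, and which copy the fragments came from is uncertain.

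The list had a median log2 fold change of 2.38 and was higher by camera with a preset correlation of 0.01 between genes (adjusted p = 1.1e-30 over 29 lists) and with an estimated correlation (adjusted p = 0.0205). The list was written with the paper's P5 tables already seen, and without the 24 genes that stand in them 11 of 30 genes tested were higher and the camera adjusted p was 1.3e-08. The copy of the P5 table used holds fewer genes than the paper counts, so that other P5 genes can remain among these. The bound on the mean depends on the cKO values too and so favors genes that rise. Without it 72 genes were above 0 in some library, of which 33 were higher past the thresholds, and the median log2 fold change was 0.975. Of the 32 genes higher past the thresholds, 14 are listed at 0 in all controls, so that the median depends on the pseudocount. With a pseudocount of 1, 21 genes were higher past the thresholds, and with genes of a mean of at least 1 FPKM, 16. Rhox5, Pet2, Tuba3b, Syce1 and Xlr3c are on the list too, and the genes named here other than these were chosen after their values were seen. The lower gene, Sycp1, is listed at 0 in both cKO libraries and stood at 1.24, 0.698 and 0 FPKM in the controls.

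**Figure D2:**
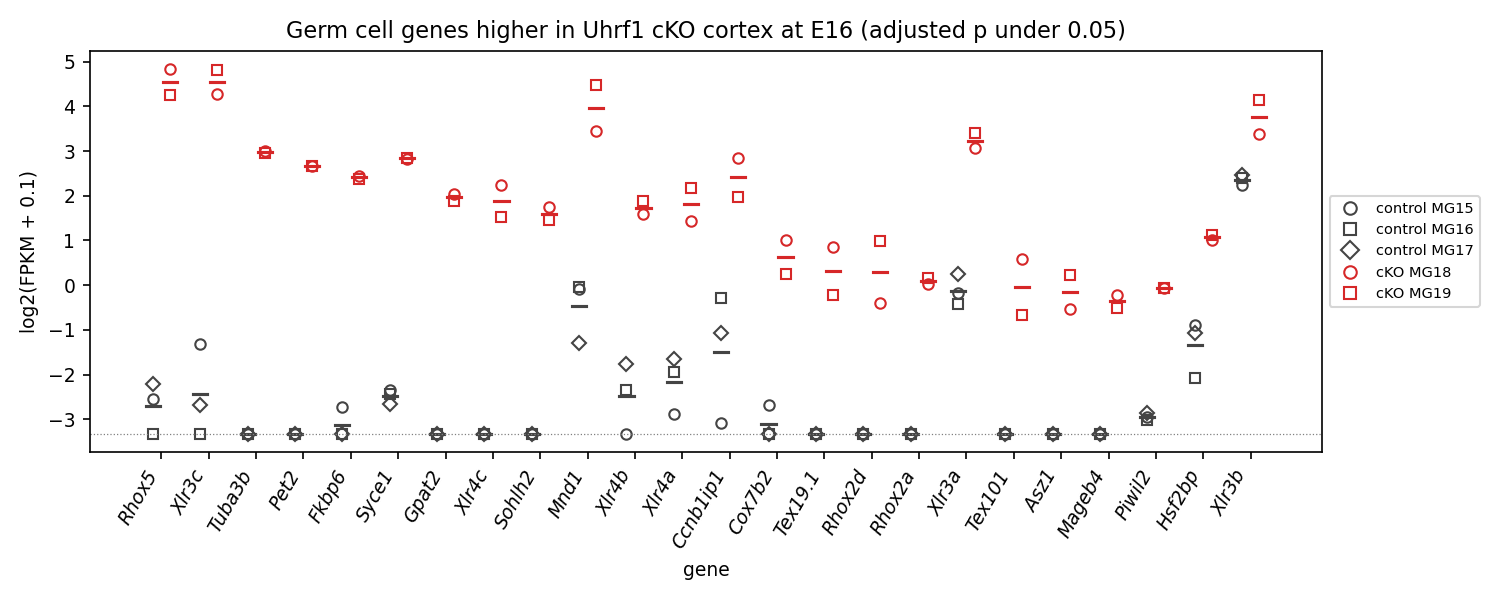
Log2(FPKM + 0.1) of the 24 germ cell genes (horizontal axis) that were higher in the cKO at an adjusted p under 0.05, in the 3 control libraries (grey symbols) and the 2 cKO libraries (red symbols). Lines mark group means on the log2 scale and the dotted line marks 0 FPKM, on which many control values lie. Both cKO libraries lie above all controls for each of these genes.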

We observed a mild transcriptional deregulation similar to that observed in the full cortex profiling (Supplemental Fig. 4A).

**Figure 3.**
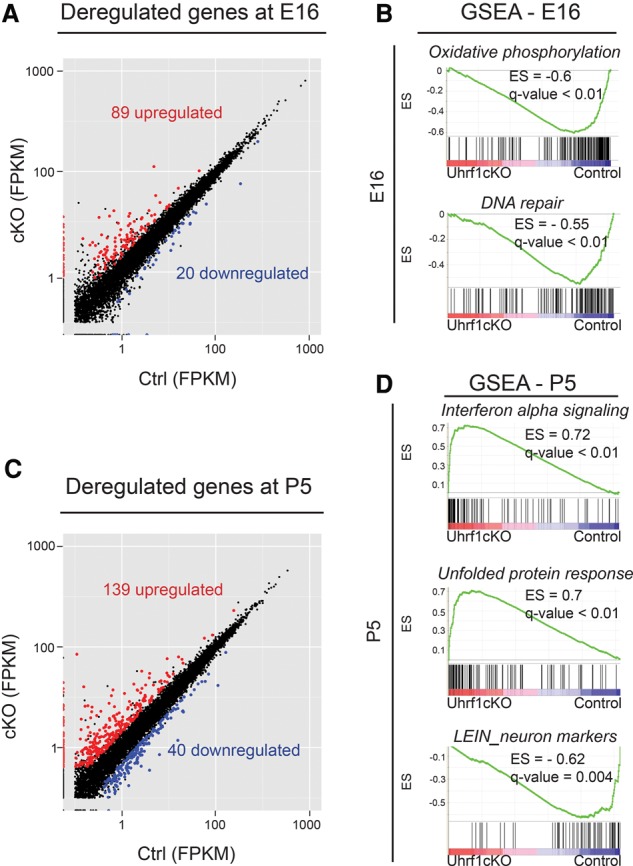
Transcriptional deregulation in *Uhrf1* cKO cerebral cortices at embryonic and postnatal stages. (*A*) Graph showing deregulated genes at E16 in the cerebral cortex of cKO. Red dots indicate genes with significantly increased expression, while blue dots indicate genes with significantly reduced expression in the cKO cerebral cortex compared with controls. Significantly regulated genes have a *P*-value of <0.05 and fold change of >2. The *X*-axis and *Y*-axis values are FPKM from 100-base-pair (bp) paired-end RNA-seq. (*B*) Graphs showing gene set enrichment analysis (GSEA) at E16 on hallmark and curated data sets. *Uhrf1* cKOs show underrepresentation of genes involved in oxidative phosphorylation and DNA repair. False discovery rate (FDR), <25%. (*C*) Graph showing RNA-seq results for coding genes from P5 cortices of cKOs compared with controls, as described for *A*. (*D*) Graphs showing GSEA at P5. (*Top*) Similar to E16, expression of genes involved in interferon α signaling is overrepresented also at P5 in cKO cortices. Genes involved in the unfolded protein response are also overrepresented (*middle*), and the LEIN neuron markers (curated data set) are underrepresented in expression in the P5 cKO (*bottom*). FDR, <25%.

In order to detect whether any pathways were significantly changed upon lack of Uhrf1, we performed gene set enrichment analysis (GSEA). GSEA is a method that determines whether defined sets of genes are statistically significant between two biological states (Mootha et al. 2003; Subramanian et al. 2005). This analysis revealed underrepresentation of genes related to oxidative phosphorylation and DNA repair in the cKO (Fig. 3B). 

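Most genes of the mitochondrial respiratory chain and of DNA repair had slightly lower means in the cKO, and whether the lists as such changed depends on the test. Of 75 nuclear-encoded subunits of the 5 complexes, 65 had a lower and 10 a higher mean in the cKO (median log2 fold change -0.22), and none passed an unadjusted p under 0.05 with over 2-fold or an adjusted p under 0.05, over all genes or over the list alone. Atp5b and Cox4i1, the most abundant members, had log2 fold changes of -0.22 (SE 0.21) and 0.02 (SE 0.20). Of 135 DNA repair genes, 108 had a lower mean (median -0.16), and 2 were lower past both thresholds. These were Nthl1, a glycosylase of base excision repair, at 5.59, 5.24 and 3.66 FPKM in controls and 2.93 and 1.71 FPKM in the cKO (log2 fold change -1.05, SE 0.30, adjusted p = 0.206, limma), and Nhej1, a factor of nonhomologous end joining, at 3.65, 2.60 and 5.62 and 1.03 and 2.37 FPKM (log2 fold change -1.21, SE 0.40, adjusted p = 0.291).

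Both lists were lower by camera with a preset correlation of 0.01 (adjusted p = 2.4e-05 for oxidative phosphorylation and 1.7e-04 for DNA repair). With an estimated correlation the adjusted p was 0.568 for oxidative phosphorylation and 0.429 for DNA repair, and with quantile normalization it was 0.149 for oxidative phosphorylation. In the single libraries, the median of the oxidative phosphorylation list against the control mean was 0.01, -0.25 and 0.24 in the controls MG15, MG16 and MG17 and -0.14 and -0.31 in the cKO libraries, so that the groups overlap. For DNA repair it was -0.07, -0.02 and 0.09 in the controls and -0.18 and -0.13 in the cKO libraries. The genes of oxidative phosphorylation have short transcripts, with a median of 918 bases against 3142 for all genes tested, and after a correction of each library for transcript length, chosen after seeing the data, the median log2 fold change was -0.0376 for oxidative phosphorylation and -0.144 for DNA repair, and the adjusted p was 0.244 for oxidative phosphorylation and 2.2e-04 for DNA repair. From enrichment analysis of its own sets, the paper states that genes of both processes are underrepresented in the cKO.

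**Figure D3:**
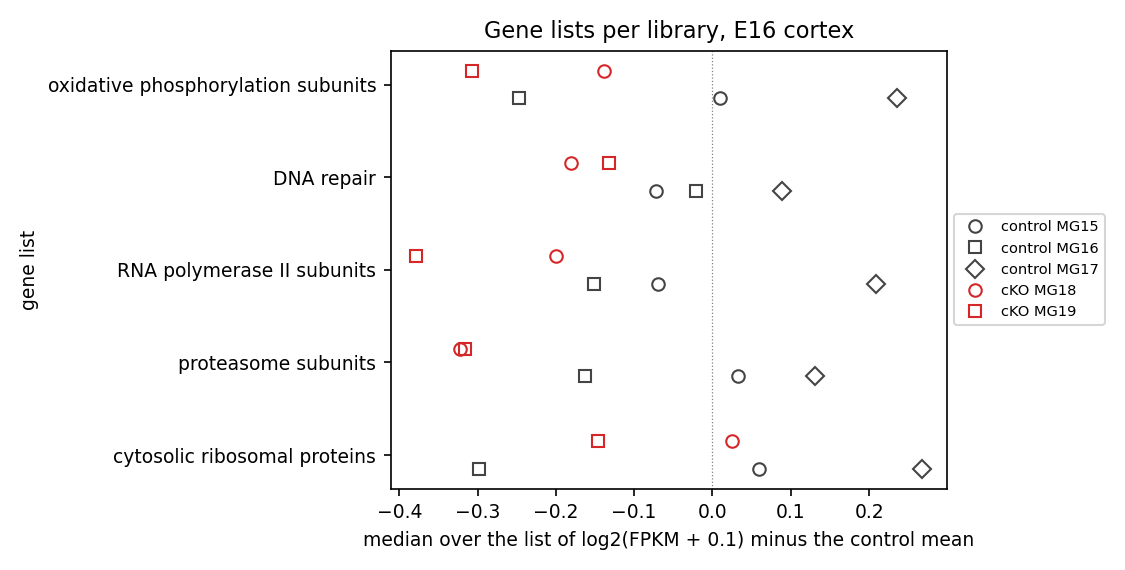
Median over each gene list of log2(FPKM + 0.1) minus the mean of the controls (horizontal axis) in the 3 control libraries (grey symbols) and the 2 cKO libraries (red symbols). The cKO medians of the oxidative phosphorylation list, -0.14 and -0.31, lie on either side of that of the control MG16, -0.25.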

Interestingly, when we performed GSEA on the E16 VZ data set, we observed interferon signaling to be additionally overrepresented in the cKO as well as a similar trend for oxidative phosphorylation (Supplemental Fig. 4B).

These findings prompted us to analyze gene expression changes at a postnatal stage (P5) prior to the observed cortical thinning. Changes in gene expression between cKO and control cerebral cortices were slightly increased compared with embryonic stages, with 139 genes significantly up-regulated in expression, of which 96 genes were increased, 43 were derepressed, and 40 were down-regulated (*P*-value of <0.05; fold change of >2) (Fig. 3C; Supplemental Table 2). Interestingly, at this stage (P5), GSEA analysis revealed an underrepresentation of genes related to LEIN neuron markers (Fig. 3D), which are genes enriched in the adult mouse brain. These genes comprise many ion channels and other genes encoding for functional aspects of neurons. These data could suggest that cortical neurons in *Uhrf1* cKO are hampered in up-regulating genes involved in terminal neuronal differentiation pathways to physiological levels. Alternatively, the slight reduction in neurons in the P5 *Uhrf1* cKO cortex may be reflected by the decreased expression of these neuronal markers. In addition, many genes related to the unfolded protein response and interferon signaling were up-regulated in the cKO (Fig. 3D), indicative of cellular stress. Deregulation of such pathways has been described as leading to cell death (Sano and Reed 2013). Thus, our genome-wide expression analysis revealed aggravating changes in gene expression at postnatal stages, with several factors that could contribute to the neuronal death in the cKOs.

### Specific ERVs are activated in Uhrf1 cKOs

The up-regulation of interferon signaling upon *Uhrf1* deletion at both E16 and P5 raised a possible link to activation of REs (Chiappinelli et al. 2015). Thus, we explored the RNA-seq data set mentioned above for expression of REs. We observed the strongest up-regulation of the IAPEz family in the E16 cortex of cKO, compared with control (Fig. 4A). Other classes of IAPs and other ERVs were also up-regulated to a lesser degree (Supplemental Fig. 5). We observed a bias for longer IAP copies (Supplemental Fig. 6A). Up-regulation of IAP transcripts is not mediated through transcriptional up-regulation of genes, as many IAP copies are intergenic (Supplemental Fig. 6B,C). We also detected only subtle effects on the transcriptional activity of neighboring genes (Supplemental Table 3). From other classes of REs, only some individual LINE-1 (L1) and MuLV elements were up-regulated in the cKOs (Fig. 4B). The IAPEz family is the predominant subclass of IAP elements in the mouse genome and has been described as active and able to integrate in new places in the genome (Dewannieux et al. 2004). In order to investigate whether all IAPEz copies in the genome were up-regulated, we analyzed the expression of individual loci and found essentially all IAPEz elements to be up-regulated (Fig. 4B, red dots). RT-qPCR for the 5′ untranslated region (UTR) of IAP, which captured the majority of the IAP elements present in the mouse genome, revealed ∼130-fold increase in expression in the cKO cortices (Fig. 4C). This analysis further confirmed the specificity of IAP but not L1 and SINE-B1 repeat element activation (Fig. 4C). In order to ascertain whether the up-regulated IAP mRNA is being translated and identify which cell types are expressing IAP, we performed immunostaining for the Gag region of IAP. IAP mRNA levels were already elevated in cKOs at E12 and E14 (Supplemental Fig. 7A,D), while Gag protein levels became detectable only at E14 (Supplemental Fig. 7B,C,E,F). Gag was strongly up-regulated in the *Uhrf1* cKO cerebral cortex but not in the LGE and control cerebral cortex, where Uhrf1 was not deleted (Fig. 4D,E; Supplemental Fig. 7F).

**Figure 4.**
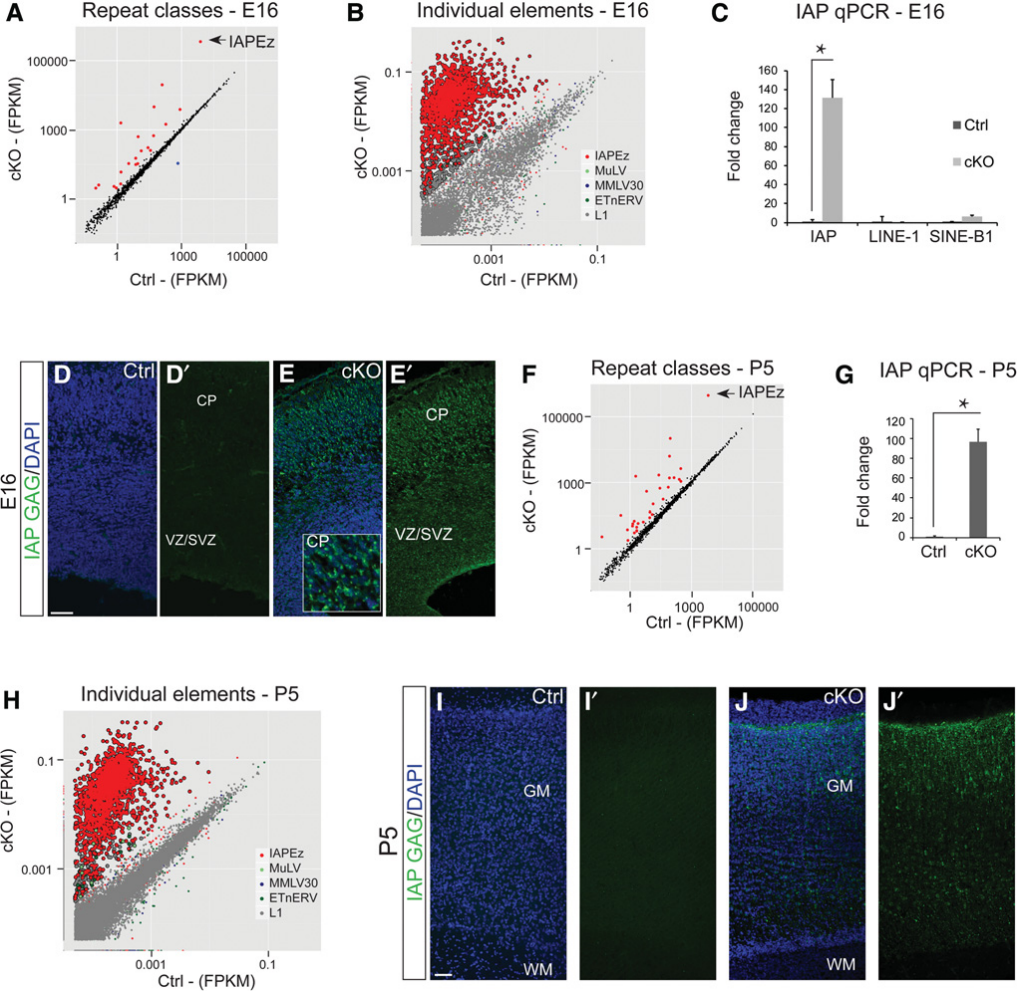
Activation of IAP retroviral elements in *Uhrf1* cKO cerebral cortices. (*A*) Graph depicting activation of classes of repeat elements in E16 cKO cerebral cortices. Red dots indicate repeat classes with significantly increased expression, and blue dots indicate repeat classes with significantly down-regulated expression in the cKO cerebral cortices compared with controls. The *X*-axis and *Y*-axis values are FPKM from 100-bp paired-end RNA-seq. (*B*) Graph depicting individual repeat elements in E16 cKO cerebral cortices. The *X*-axis and *Y*-axis values are FPKM from 100-bp paired-end RNA-seq. (*C*) RT-qPCR graph for IAP in E16 control and cKO cortices and L1 and SINE-B1 elements in E14 control and cKO cortices. (*) *P*-value = 0.01. *n* = 4 per condition. Error bars indicate standard error of mean. (*D*,*E*) Confocal images of coronal sections of E16 cortices of controls (*D*) and cKOs (*E*) immunostained for the Gag protein show a strong increase in immunoreactivitity in the cKO cortex (*E*). (*F*,*H*) Graph depicting activation of repeat classes (*F*) and individual repeat elements (*H*) in the P5 cKO cortex compared with the control cortex as described in *A* and *B*. (*G*) qPCR graph for IAP in P5 control and cKO cortices and L1 and SINE-B1 elements in P5 control and cKO cortices. (*) Significance with *P*-value of <0.0001. *n* = 4 for each condition. Error bars indicate standard error of mean. (*I*,*J*) Confocal images of coronal sections of P5 control (*I*) and cKO (*J*) cortices immunostained for the Gag protein, with high levels in the cKO cortex. Bar, 50 µm. (GM) Gray matter; (WM) white matter.

Strikingly, at postnatal stages 10 d later, IAP elements were still immensely up-regulated on mRNA (Fig. 4F–H) and protein (Fig. 4I,J) levels in the cKO cortex. These data demonstrate that the IAP activation in cKO is not compensated for in cells that do not express Uhrf1 (neurons or glia), thus highlighting the importance of Uhrf1 in permanent silencing of IAPs.

### Uhrf1 cKO exhibit global hypomethylation

Having observed transcriptional deregulation and an activation of the IAP repeat elements, we sought to understand the underlying molecular mechanisms. As mentioned before, Uhrf1 is involved in maintaining global DNA methylation, and thus we examined levels of 5-methylcytosine (5mC) in cKO compared with controls. First, we used immunostainings for 5mC to detect any global alterations after *Uhrf1* deletion. Indeed, 5mC immunoreactivity appeared much reduced in the cKO cortex, but not in the LGE, compared with the controls (Fig. 5A,B). This phenotype was further corroborated by digestion with HpaII and MspI on genomic DNA from cKOs and controls (Fig. 5C). Both enzymes recognize and cut CCGG sites, but the HpaII enzyme does not cut when the internal cytosine is methylated. MspI showed no difference between controls and cKOs. However, the cKO cortex was more sensitive to HpaII as compared with controls (Fig. 5C), confirming loss of 5mC in cKOs. To identify specific hypomethylated genomic loci, we performed oxidative reduced representation bisulfite sequencing (Ox-RRBS) in E16 cKOs and controls. We detected a fairly uniform loss of 5mC, with all chromosomes exhibiting at least 25% loss of 5mC on nearly half of the loci, resulting in 850 hypomethylated promoters (Fig. 5D; Supplemental Fig. 8A). To investigate whether hypomethylated regions correlated with transcriptional activation, we overlapped data sets from Ox-RRBS and RNA-seq at E16. Surprisingly, reduced DNA methylation had little effect on transcription of genes, as only 0.2% of hypomethylated promoters in the E16 cKO cortex have significantly up-regulated transcripts (Supplemental Fig. 8A). Moreover, we also probed the data sets for 5mC levels in REs and detected a 35% loss on IAP, L1, and SINE-B1 elements (Fig. 5E). Additionally, we performed loci-specific oxidative bisulfite sequencing (Ox-BS) at the IAP *Gag* region and L1 and observed an overall 25% loss of 5mC, with some specific CpGs showing up to 40% loss of 5mC on both IAP and L1 (Fig. 5F). Examining L1 elements specifically, we found only few individual elements that showed up-regulated transcript levels despite a loss of 5mC (Supplemental Fig. 8B). Moreover, we specifically investigated 5mC levels at two L1 regulatory regions from RepBase (L1Md_F and L1VL1) and observed a similar loss of methylation (Supplemental Fig. 8C). These data suggest that the extent of L1 hypomethylation observed in *Uhrf1* cKO samples is insufficient to cause their transcriptional up-regulation (Supplemental Fig. 8C). Altogether, these data suggest that the loss of the 5mC mark on coding genes and L1 and SINE-B1 elements mostly does not translate into transcriptional changes. The only exception to this observation was on IAPs (Figs. 4A–C, 5E).

**Figure 5.**
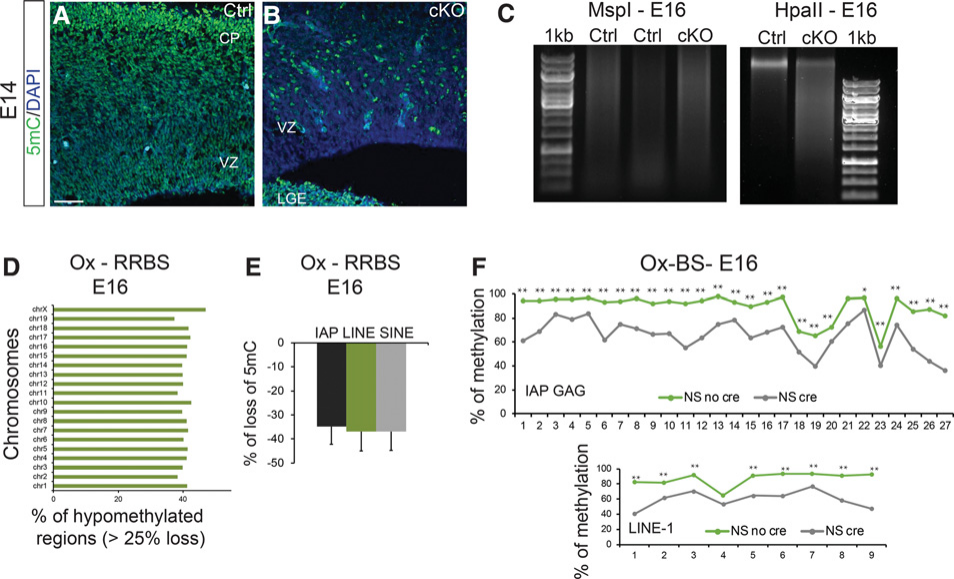
Changes in DNA methylation in *Uhrf1* cKO cerebral cortices. (*A*,*B*) Confocal images of coronal sections of E14 control (*A*) and cKO (*B*) cerebral cortices stained for 5mC and DAPI. (*B*) Note that 5mC is much reduced in the cKO cortex but not LGE. (*C*) Restriction digests of E16 genomic DNA from controls and *Uhrf1* cKO digested with HpaII and MspI and analyzed on a 0.5% agarose gel. (1 kb) One-kilobase DNA ladder. Note that both enzymes recognize the CCGG sequence; however, HpaII is unable to cut DNA when the internal cytosine is methylated. As much more DNA was cut in the *Uhrf1* cKO samples, this indicates less DNA methylation upon Uhrf1 deletion. (*D*,*E*) Ox-RRBS in E16 control and cKO cortices, with graphs depicting the percentage of regions hypomethylated (*X*-axis) per chromosome (*Y*-axis) (*D*) and the percentage of hypomethylation in each repeat element class (*E*). Error bars indicate standard error of mean between the values from each independent element from each class. (*F*) Ox-BS in E16 control and cKO cortices showing a loss of 5mC in *Uhrf1* cKO cortices. High-throughput sequencing was performed on the IAP Gag region and L1. The plot displays 27 CpGs present on IAP Gag loci, nine CpGs present on L1 loci, and their methylation status. The *Y*-axis indicates the percentage of methylation, and the *X*-axis indicates individual CpGs. (*) *P*-value ≤ 0.001; (**) *P*-value < 0.0001.

### Specific increase of 5-hydroxymethylcytosine (5hmC) on IAPs in Uhrf1 cKOs

DNA modifications such as 5hmC have been described as involved in transcriptional activation (Wu et al. 2011). Moreover, Uhrf1 has been shown to bind 5hmC (Bostick et al. 2007; Hashimoto et al. 2008; Frauer et al. 2011). Thus, we examined 5hmC by immunostaining. As had been described previously (Hahn et al. 2013), 5hmC immunoreactivity was restricted mostly to the neuronal layers in the developing cerebral cortices of control E14 and E16 embryos (Fig. 6A,C). Notably however, we observed very pronounced staining in the VZ/SVZ of the cKO cortices (Fig. 6B,D). In order to identify specific changes of 5hmC on genomic loci, we performed hydroxymethylated DNA immunoprecipitation (hmeDIP) followed by next-generation sequencing. We used the VZ fraction of E16 cKO and control cerebral cortices, enriching for the up-regulated 5hmC (Fig. 6D). Strikingly, the strongest increase of 5hmC in *Uhrf1* cKOs was present on the IAP class of repeat elements (log_2_ fold enrichment of >2; *P*-value of <0.05) (Fig. 6E, red dots). Furthermore, the subtypes of IAPs with increased 5hmC were identical to those with elevated transcript levels (Supplemental Figs. 5, 8D). Cumulative coverage plots revealed that the increase of 5hmC on IAPs was specific to the long terminal repeat (LTR) regions, which act as promoters in IAP, and the SHIN region within the *Gag* domain. The SHIN region is a sequence critical for IAP silencing in embryonic stem cells (Sadic et al. 2015). Interestingly, 5hmC was unchanged on other REs (Fig. 6E).

**Figure 6.**
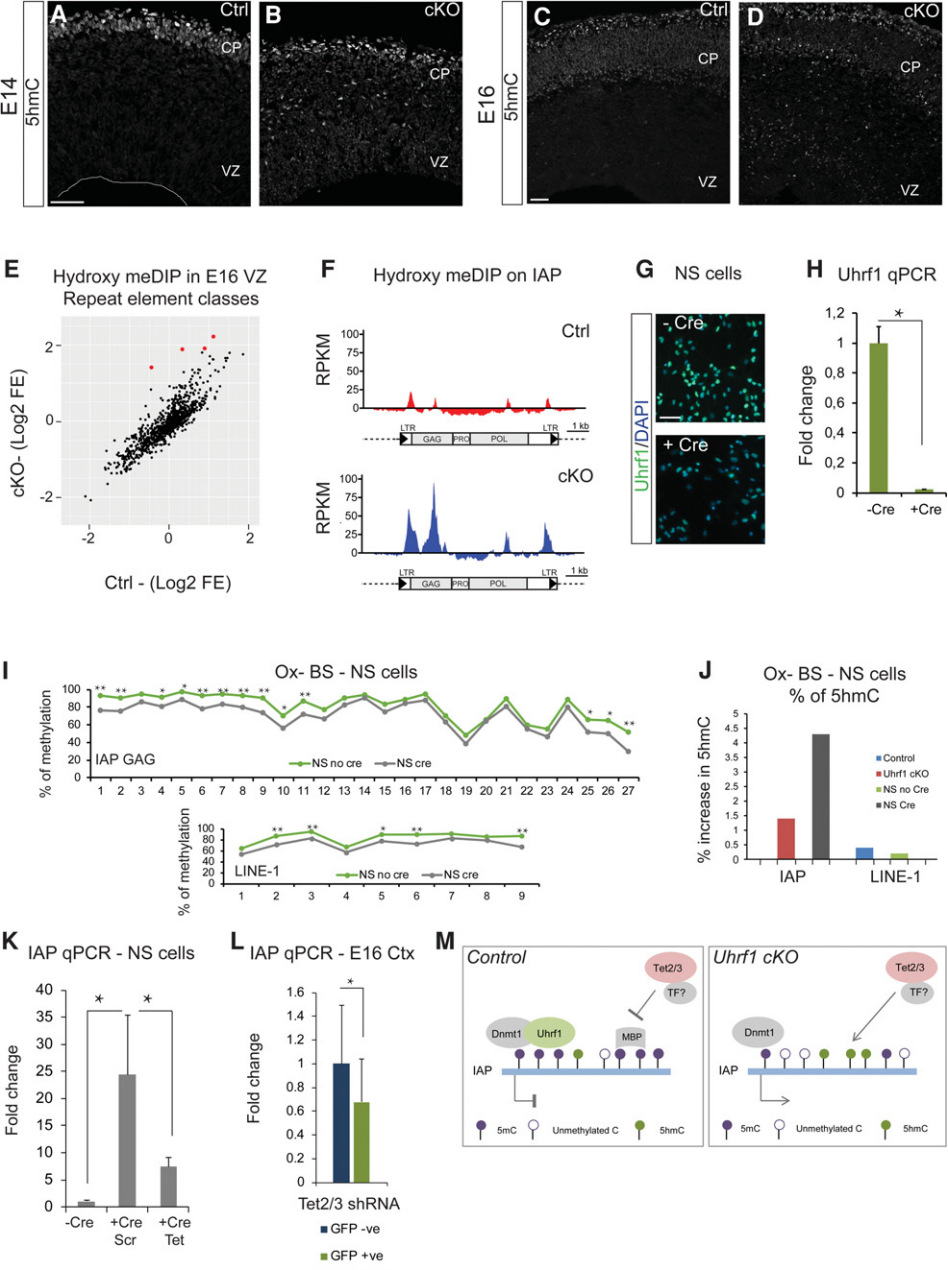
Mechanisms of IAP activation in the *Uhrf1* cKO cerebral cortices. (*A*–*D*) Confocal images of coronal sections of E14 (*A*,*B*) and E16 (*C*,*D*) control and cKO cortices immunostained for 5hmC. (*E*) Graph depicting repeat element classes in hmeDIP of E16 VZ tissue. The *X*-axis and *Y*-axis values are log_2_ fold enrichment for controls and cKOs from 50-bp single-end DNA sequencing. *P*-value < 0.05. Red dots indicate significantly up-regulated classes in the cKO with a greater than twofold change. (*F*) Plot of hmeDIP peaks on IAP in E16 VZ control and cKO. The *Y*-axis indicates RPKM (reads per kilobase per million mapped reads) values, and the *X*-axis indicates the IAP sequence. (*G*) Epifluorescence images of NSCs immunostained for Uhrf1 and DAPI in conditions without Cre and with Cre protein added to the cultures. (*H*) qPCR for *Uhrf1* showing strong down-regulation of *Uhrf1* mRNA 4 d after Cre protein addition to the cultures. (*) *P*-value = 0.02. *n* = 4 for −Cre; *n* = 8 for +Cre. Error bars indicate standard error of mean. (*I*) Graph indicating loss of 5mC on IAP Gag and L1 loci in *Uhrf1* floxed NSCs. High-throughput sequencing was performed on IAP and L1. The plot displays 27 CpGs present on IAP Gag loci, nine CpGs present on L1 loci, and their methylation status. (*) *P*-value ≤ 0.001; (**) *P*-value < 0.0001. (*J*) Graph indicating the percentage gain of 5hmC on IAP and L1 in *Uhrf1* floxed NSCs with and without Cre protein and E16 *Uhrf1* cKO cortical tissue compared with controls. The *Y*-axis indicates the percentage gain of 5hmC. (*K*) qPCR for IAP showing much reduced expression in the *Tet2/3* shRNA condition compared with scrambled shRNA. *Uhrf1* floxed NSCs were transfected with scrambled shRNA or *Tet2/3* shRNA and simultaneously treated with Cre protein. qPCR was performed after 4 d in vitro. (*) Significance. Unpaired *t*-test *P*-value of 0.02 for no Cre versus Cre/scrambled; paired *t*-test *P*-value of 0.04 for Cre/scrambled versus Cre/*Tet2,3* shRNA. *n* = 4 for each condition. Error bars indicate standard error of mean. (*L*) qPCR for IAP showing much reduced expression in the *Tet2/3* shRNA GFP-positive cells compared with GFP-negative cells in vivo. *Uhrf1* cKO embryos were electroporated at E13, and the GFP-positive and GFP-negative cells were isolated by FACS 3 d later. (*) *P*-value = 0.02, paired *t*-test. Error bars indicate standard error of mean. Paired statistical analysis was performed on these data, since the cells were from the same embryo either transfected or untransfected. Moreover, each pair of control and cKO showed a similar trend, with high variation between replicate pairs. (*M*) Model of IAP regulation in controls and *Uhrf1* cKOs. In controls, IAP is highly methylated by Uhrf1, preventing access for Tet and possibly certain transcription factors to the IAP loci. In *Uhrf1* cKOs, the absence of Uhrf1 leads to reduced 5mC, increased 5hmC and Tet activity, and possibly increased access for transcription factors. This allows transcription from the IAP locus. Bar, 50 µm. (TF) Transcription factor; (MBP) methylated DNA-binding protein.

We hypothesized that the gain of 5hmC on IAP could be due to increased access for Tet enzymes when Uhrf1 is absent. Tet enzymes can actively convert 5mC to 5hmC (Tahiliani et al. 2009; Ito et al. 2010). This accumulation of 5hmC could in turn lead to the transcriptional activation of IAPs observed in the cKO. In order to test this hypothesis, we used previously tested shRNAs to knock down Tet enzymes (Hahn et al. 2013) in *Uhrf1* cKO NSCs. We generated expandable NSC cultures from E13 Uhrf1 floxed cortices (Conti et al. 2005; Onorati et al. 2011). The *Uhrf1* floxed NSCs were treated with recombinant Cre protein to induce Uhrf1 deletion, resulting in a 20-fold reduction of *Uhrf1* mRNA and protein after 4 d (Fig. 6G,H). Consistent with the above-described in vivo data, we observed loss of 5mC upon Cre transduction (Supplemental Fig. 9A,B) and IAP mRNA activation upon Cre induction but not that of L1 and SINE-B1 elements (Supplemental Fig. 9C). Moreover, using loci-specific Ox-BS, we observed an overall 10%–15% loss of 5mC on IAP, with some CpGs showing up to 15% loss of 5mC. This rather small loss of 5mC is possibly due to the partial Cre transduction of *Uhrf1* floxed NSCs. However, this loss of 5mC was accompanied by a 4.3% gain of 5hmC on IAP but no gain on L1 (Fig. 6J, green bar). We compared this increase in 5hmC in NSCs with that of the in vivo E16 cortical tissue and could observe only a 1.4% increase in 5hmC in *Uhrf1* cKOs, with no increase on L1 (Fig. 6J, blue bar). These data suggest that, although we observed a slight increase in 5hmC on IAP in the in vitro and in vivo *Uhrf1* cKO, the relative abundance of this 5hmC might be quite low (Fig. 6J). Thus, we observed many aspects of the in vivo phenotype to be recapitulated in the in vitro system upon loss of Uhrf1 in NSCs.

Among the Tet enzymes, *Tet2* and *Tet3* are the highest expressed in the embryonic cortex, playing important roles in neurogenesis, whereas *Tet1* has a very low expression (Hahn et al. 2013). We transfected shRNAs against *Tet2* and *Tet3* (Hahn et al. 2013) in the *Uhrf1* floxed NSCs, simultaneously inducing Cre-mediated deletion of *Uhrf1*. qPCR for IAP transcripts showed threefold to fourfold lower activation upon Tet down-regulation as compared with the scrambled shRNA (Fig. 6K), suggesting an important contribution of Tet enzymes to IAP expression. We performed paired analysis of this experiment, since the transfections and Cre transductions were performed on the same pool of cells. Each pair of control and cKO showed a similar trend, although there was a high variation between replicates, possibly due to the timing of IAP activation against the timing of *Tet2/3* knockdown. In order to corroborate these results in vivo, we performed in utero electroporation of Tet2/3 shRNA into E13 *Uhrf1* cKO embryos followed by FACS of the GFP-positive and GFP-negative cells at E16. IAP qRT–PCR and paired statistical analysis revealed ∼25% less IAP mRNA levels in the Tet electroporated GFP-positive cells in comparison with the surrounding nonelectroporated GFP-negative cells (Fig. 6L). These data suggest that Tet2 and Tet3 are mainly responsible for the observed IAP activation in vivo.

## Discussion

### Global 5mC and 5hmC changes do not affect proliferation and cell fate in the developing cerebral cortex

Loss of Uhrf1 in cortical NSCs led to a mild deregulation of coding genes with no change in major fate determinants of neurogenesis and gliogenesis. Consistent with this, we found no obvious difference in NSC proliferation and differentiation, contrary to the findings in other organs and cell types (Sharif et al. 2007; Obata et al. 2014). In particular, numbers of NSCs (shown by pH3 and Pax6), neurons (labeled by Tbr1), and glia (Gfap, Olig2, and S100β) were comparable. This is particularly intriguing, as the loss of Uhrf1 resulted in severe DNA hypomethylation, demonstrating that even severely hypomethylated NSCs are well capable of proliferation and differentiation. Moreover, we did not observe any premature onset of gliogenesis or glial differentiation by Gfap, S100β, or Olig2 immunostaining. Although we observed a mild up-regulation of Gfap in the E16 VZ RNA-seq, we could not detect any transcripts via RT-qPCR, suggesting a very low activation. This is contrary to the phenotype in the DNMT1 cKOs that show strong derepression of the *Gfap* promoter and a premature increase in Gfap and S100β cells in various regions of the embryonic CNS, including the cerebral cortex (Fan et al. 2005). As this is not the case in *Uhrf1* cKOs, these data imply other adaptor proteins for Dnmt1. Moreover, the function of *Uhrf1* in the developing cerebral cortex differs from its effects in other cells, revealing its highly specific role in transcriptional regulation in this context.

Indeed, this conclusion is further corroborated by comparison of gene expression changes in this *Uhrf1* cKO and the *Dnmt1* cKO (Hutnick et al. 2009). This was possible because both of these genes were deleted with an *Emx1*-directed Cre, and transcriptional profiling was performed at the same stage (P5) (Hutnick et al. 2009). This comparison revealed only 16%–20% overlap in the genes, with significant changes in expression (Supplemental Fig. 10). Moreover, only three of the common up-regulated genes are hypomethylated in the *Uhrf1* cKO at E16 (Supplemental Table 4, genes highlighted in red). This is also the case when examining earlier stages (E16) by RNA-seq and Ox-RRBS, as only four of 186 up-regulated genes (fold change of >2; *P*-value of <0.05) had reduced methylcytosine levels in the cKO cerebral cortex (Supplemental Fig. 8A). These results demonstrate clearly that the rather prominent loss of DNA methylation in the *Uhrf1* cKO cortex has only minor effects on gene expression and shows no detectable effects on major cell fate decisions.

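At E16, 726 genes were higher in the cKO at an unadjusted p under 0.05 and over 1.5-fold, the bound in the legend of Supplemental Fig. 8A, of which the 423 genes over 2-fold are a part. Among the latter, 247 reached a mean of 1 FPKM in the cKO. Of the genes over 2-fold, 39 of 423 lie on the X chromosome, or 9.22%, against 3.81% of all genes tested and 5.09% of genes under 0.1 FPKM in the controls that were not derepressed, and many of the 39 are members of the Xlr, Rhox and Mage families. X-linked examples outside the germ cell list are Slc7a3, a transporter of cationic amino acids, and Eda2r, a receptor of the tumor necrosis factor family. The methylation data behind the sentence are not analysed here. With an adjusted p under 0.05 and over 2-fold, 158 genes were higher.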

### Uhrf1 is critical for IAP repression

The changes in DNA modification, however, lead to transcriptional activation on only one set of genomic loci: the IAP elements. IAP elements were activated as early as E12 and reached massive transcript and protein levels at later stages. Intriguingly, even after several weeks, the IAP activation could not be counteracted, demonstrating the need for Uhrf1 in repressing the transcription of these specific ERVs at early stages. It is important to note that *Uhrf1* tamoxifen-inducible deletion of the whole embryo did not lead to a major overall increase in IAPs (Sharif et al. 2016). Our study clearly demonstrates that, in the developing cerebral cortex, loss of Uhrf1 leads to strong IAP activation. Thus, Uhrf1 has clear cell type-specific roles in ERV regulation. It is interesting to note that although loss of 5mC occurred on several repeat classes, only IAP elements were transcriptionally activated. We hypothesize that this could be due to differences in chromatin landscape between different repeat classes. We speculate that reduced DNA methylation compromises the heterochromatic state of IAP elements in such a way that specific transcription factors and Tet2/3 can bind these elements and activate transcription. Moreover, the regulation of IAP transcription by Uhrf1 could be direct, as it has been demonstrated recently that Uhrf1 can bind IAP (Sharif et al. 2016).

In this regard, the *Uhrf1* cKO phenotype is very comparable with the *Dnmt1* cKO cerebral cortex that also shows persistent up-regulation of IAPs into postnatal stages (Hutnick et al. 2009). This is rather surprising, as other members of the Dnmt family of DNA methyltransferases, such as *Dnmt3a* and *Dnmt3b*, are expressed in the neurons of the cerebral cortex (Feng et al. 2005), unlike Uhrf1. These data suggest that, even in the absence of Dnmt1/Uhrf1 machinery, the other Dnmts are unable to repress the IAP elements. Indeed, conditional deletion of *Dnmt*s in neurons showed no degenerative phenotype (Fan et al. 2001; Feng et al. 2010), consistent with the interpretation that once repression of these elements is initiated in NSCs, it is retained in the progeny. Thus, differentiated cells such as adult neurons probably do not convert their 5mC into 5hmC on repeat elements to cause their activation.

We observed a specific increase in 5hmC on IAPs in the cKO. We confirmed our hypothesis that the increased 5hmC could arise from Tet activity by down-regulating *Tet* enzymes in *Uhrf1* cKO and partially rescuing IAP activation. Thus, our data suggest that, in NSCs deleted for *Uhrf1*, 5mC levels are reduced, and Tet2/3 access to IAPs is probably increased. This in turn leads to increased 5hmC on IAP LTR and *Gag* regions, culminating in IAP activation (Fig. 6M). It is likely that the accumulation of 5hmC on IAP promoter regions facilitates binding of certain transcription factors, allowing transcription from IAP loci.

### Postnatal neurodegeneration in Uhrf1 cKOs

The neurodegenerative phenotype that we observed in the *Uhrf1* cKO could be linked primarily to loss of DNA methylation, IAP activation, and the transcriptional deregulation of genes. First, up-regulation of IAP elements and global DNA demethylation have been associated with neurodegenerative and neuroinflammatory diseases (Perron and Lang 2010; Lu et al. 2013). Furthermore, overexpression of a human ERV, HERV-K, is sufficient to cause neurodegeneration (Li et al. 2015). Moreover, the increasing load of the Gag protein also seems to trigger an unfolded protein response in the *Uhrf1* cKO cortex (seen in RNA-seq at P5 but not E16), which often precedes neuronal death. 

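Genes of the endoplasmic reticulum unfolded protein response did not pass the test at E16, as single genes or as a list. Of 30 such genes, none passed an unadjusted p under 0.05 with over 2-fold or an adjusted p under 0.05 in limma, and 21 had a higher and 9 a lower mean (median log2 fold change 0.11, camera adjusted p = 0.113). The chaperones Calr and Canx, its most abundant members, had log2 fold changes of -0.05 (SE 0.18) and 0.04 (SE 0.16). With quantile normalization the list was higher, with an adjusted p of 0.0169.

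Some of the genes that the transcription factor ATF4 induces in the integrated stress response were higher in the same cortices. Of 29 such genes, 8 were higher and none was lower at an unadjusted p under 0.05 and over 2-fold, 4 at an adjusted p under 0.05 and 13 when adjusted over the list alone. Slc7a3 stood at 0.200, 0.369 and 0.144 FPKM in controls and 4.57 and 3.21 FPKM in the cKO (log2 fold change 3.60, SE 0.38, adjusted p = 0.00141, limma). Eif4ebp1, an inhibitor of cap-dependent translation, stood at 2.66, 2.19 and 2.97 and 12.1 and 10.6 FPKM (log2 fold change 2.09, SE 0.22, adjusted p = 0.00128), and Chac1, an enzyme that degrades glutathione, at 1.08, 1.20 and 1.13 and 3.97 and 4.70 FPKM (log2 fold change 1.84, SE 0.25, adjusted p = 0.00666). Trib3 had a log2 fold change of 3.05 (SE 0.47, adjusted p = 0.0129). With 1 cKO library left out none of these 4 genes had an adjusted p under 0.05, and that of Slc7a3 was 0.101 without MG18 and 0.0786 without MG19, that of Eif4ebp1 0.0975 without MG18 and 0.0836 without MG19, that of Chac1 0.0975 without MG18 and 0.137 without MG19 and that of Trib3 0.197 without MG18 and 0.175 without MG19. Atf4 itself (0.01, adjusted p = 0.982) and Ddit3 (0.01, adjusted p = 0.986) did not pass, and these 2 genes were chosen after their values were seen. The list was higher by camera (median 0.54, 27 of 29 higher, adjusted p = 4.2e-12). The call was lost with an estimated correlation (adjusted p = 0.0650), although that estimate, 0.0175, was close to the preset 0.01.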

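Ngfr, which encodes the neurotrophin receptor p75, did not pass the test at E16, at 3.27, 4.00 and 1.46 FPKM in controls and 2.38 and 2.40 FPKM in the cKO (log2 fold change -0.16, SE 0.39, adjusted p = 0.890, limma). Among 34 genes of cell death and targets of p53, 4 were higher and none was lower at an unadjusted p under 0.05 and over 2-fold, and Phlda3 was the only member with an adjusted p under 0.05 (3 were higher when adjusted over the list alone). Phlda3, a p53-induced inhibitor of Akt, stood at 3.37, 1.85 and 2.68 FPKM in controls and 8.04 and 7.82 FPKM in the cKO (log2 fold change 1.60, SE 0.27, adjusted p = 0.0227). The adjusted p of Phlda3 was 0.0659 without MG17, 0.355 without MG18 and 0.333 without MG19. Eda2r, a p53-induced death receptor, stood at 1.36, 1.54 and 2.31 and 4.45 and 4.20 FPKM (log2 fold change 1.30, SE 0.28, adjusted p = 0.0735), Sesn2 at 0.777, 0.984 and 0.406 and 1.98 and 2.17 FPKM, and Cdkn1a (p21) at 0.631, 0.422 and 1.05 and 4.32 and 1.18 FPKM (adjusted p = 0.280). Sesn2 is also on the list of the integrated stress response. The list was higher by camera (median log2 fold change 0.09, 23 of 34 higher, adjusted p = 0.00685), a call that was lost with an estimated correlation (adjusted p = 0.203). Ngfr is measured here at a few FPKM with a control range of 1.46 to 4.00 FPKM, so that a moderate rise could be missed. In simulated data, 43% of 100 genes changed by 1 on the log2 scale passed the unadjusted thresholds. At an adjusted p under 0.05 it was 23%. Detection at the level of Ngfr itself was not tested.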

Finally, we also saw clear mediators of cell death coming up at P5, such as p75, demonstrating the additional activation of death pathways not yet detectable at E16. Moreover, IAP activation has also been observed in the *Dnmt1* cKO of the cerebral cortex, which also results in a neuronal death phenotype (Hutnick et al. 2009). However, interestingly, in the *Setdb1* cKO in which IAP is only mildly up-regulated, neuronal death was not observed in the cortex (Tan et al. 2012).

In the *Uhrf1* cKO, cell death aggravates with time, exhibiting a progressive phenotype that is already detectable at early stages. We suggest two main mechanisms as causes of the cell death culminating in neuronal reduction at postnatal stages: (1) The phenotype deteriorates by additive deregulation of genes, and (2) some phenotypes are not critical at earlier stages but become deleterious later when neurons become functional. 

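Genes of mature neurons, such as ion channels, receptors and synaptic and cytoskeletal proteins, were not lower as a group in the E16 cKO. Of 51 such genes, listed by hand because the gene set of the paper was not used here, 39 had a higher and 12 a lower mean in the cKO (median log2 fold change 0.23), and none passed an adjusted p under 0.05. Nefl, the light neurofilament chain, was the only member past an unadjusted p under 0.05 and over 2-fold, and it was lower, at 65.0, 73.6 and 52.1 FPKM in controls and 32.5 and 12.6 FPKM in the cKO (log2 fold change -1.63, SE 0.34, adjusted p = 0.0626, limma, and 0.0462 when adjusted over the list alone). The most abundant members, Stmn2 and Map2, had log2 fold changes of -0.23 (SE 0.21) and 0.03 (SE 0.17), and Rbfox3, which encodes NeuN, of 0.11 (SE 0.22). By camera the list was higher (adjusted p = 0.0157), and the call was lost with an estimated correlation (adjusted p = 0.568). It rests on single libraries. Without the cKO library MG18 the direction turned (adjusted p = 0.839), and without the control MG17 the adjusted p was 0.228.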

In regard to the first option, we noted the GSEA term “Lein neuron markers” to be decreased in the postnatal but not embryonic cKO. This term comprises terminal maturation genes, many of which encode ion channels and receptors, all highly relevant for the physiological function of neurons. These data suggest that up-regulation of neuronal maturation genes could be impaired in the *Uhrf1* cKO or that neurons die preferentially at this stage of differentiation.

In regard to the second cause, the significant impairment of genes involved in oxidative phosphorylation in the mitochondria, observed at embryonic stages, may have consequences mostly later. 

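Sdhd, a subunit of complex II, stood at 104, 94.3 and 133 FPKM in the E16 controls and 96.5 and 80.4 FPKM in the E16 cKO (log2 fold change -0.31, SE 0.19, adjusted p = 0.561, limma). In the Reactome set of respiratory electron transport, 55 of 64 genes tested had a lower mean in the cKO (median log2 fold change -0.23). The set shares 59 genes with the list of oxidative phosphorylation subunits. It was lower by camera (adjusted p = 3.7e-05), and the call was lost with an estimated correlation (adjusted p = 0.595). Without the control library MG17 the median of the list was -0.09 (adjusted p = 0.0459), and without the control library MG16 it was -0.36.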

Mitochondrial dysfunction has been described as causing cellular stress and cell death in adult neurons and neurodegenerative disease (Johri and Beal 2012). Interestingly, deletion of the succinate dehydrogenase subunit D gene in cortex progenitors resulted in neuronal death only at postnatal stages (Diaz-Castro et al. 2015). This is consistent with the concept that both stem and progenitor cells and young neurons are more resistant to defects in mitochondria oxidative phosphorylation pathways as opposed to postnatal neurons. Moreover, RE-mediated activation of the unfolded protein response has been shown previously to induce apoptosis in B cells (Pasquarella et al. 2016). Last, up-regulation of interferon signaling can be triggered by retroviral activation and was linked to neuronal death (Chen et al. 2014), suggesting multiple pathways converging on the cell death phenotype. It is also important to note here that IAP activation could lead to transposition of IAP into new genomic loci, possibly contributing to the cell death phenotype. Thus, our cKO model provides a rather intriguing model for neurodegeneration, highlighting the time when neurons become vulnerable to mechanisms implicated in neurodegenerative disease, such as mitochondrial dysfunction and unfolded protein response.

### Conclusions

Our study has identified a rather uncharacteristic role for a NSC factor in controlling terminal neuronal differentiation and survival, which manifests at postnatal stages. This allowed unraveling of some key insights. First, Uhrf1 is a critical factor to maintain global DNA methylation in cortical NSCs and progenitors. Loss or gain of methylation marks on gene promoters is not deterministic for mRNA expression. However, Uhrf1 has a more specific role in the regulation of IAP retroviral elements via active maintenance of their DNA methylation and silencing. Second, we described a previously unknown finding in which loss of methylation on these IAPs leads specifically to the recruitment of active demethylation machinery (Tet enzymes), resulting in their activation (Fig. 6M).

A further intriguing concept is that a NSC-specific transcriptional regulator sets the stage for neuronal function or maintenance, occurring several weeks later. Our study shows that key factors, such as *Uhrf1*, expressed exclusively at early stages in the lineage, have long-reaching consequences into later stages of neuronal differentiation and survival.

## Materials and methods

All animals were kept in the animal facility of the Helmholtz Center Munich. The day of the vaginal plug was counted as E0. All experimental procedures were performed in accordance with German and European Union guidelines. The mouse lines used in the experiments are *Emx1*^Cre^ (Iwasato et al. 2000) and *Uhrf1*^fl^ (European Conditional Mouse Mutagenesis Program [EUCOMM]).

### Tissue processing

Brains from embryos were fixed by immersion for 2–4 h in 4% (w/v) paraformaldehyde in phosphate-buffered saline (PBS). Brains from postnatal mice were first perfused with the same fixative followed by immersion for 1 h. Following fixation, the brains were washed in PBS and immersed in 30% (w/v) sucrose in PBS. Embryonic tissue was then embedded in Tissue-Tek, frozen on dry ice, cut (cryostat, 14–16 μm thick), and stored at −20°C. Postnatal tissue was cut on a vibratome to 70 μm thick, and the sections were stored in PBS.

### Immunohistochemistry and image analysis

Frozen sections were thawed and washed in PBS. Both frozen and floating sections were incubated with blocking solution (0.01% Triton X, 10% normal goat serum in PBS) followed by primary antibodies, and the nuclei were visualized by DAPI. For methylation stainings, antigen retrieval was performed with 2 N HCl for 30 min followed by a 30-min incubation with 100 mM Tris-HCl (pH 8.0). Sections were analyzed using an Olympus Axioplan2 confocal laser-scanning microscope. Post-image processing in regard to brightness and contrast was carried out where appropriate to improve visualization in a pairwise manner. The following primary antibodies were used: mouse anti-Pax6 (1:200; Millipore), chick anti-Tbr2 (1:200; Millipore), mouse anti-Tuj1 (1:500; Sigma), mouse anti-NeuN (1:500; Millipore), rat anti-Ki67 (1:200; BD Bioscience), rabbit anti-IAP Gag (1:1000; a kind gift from Bryan Cullen, Duke University), chick anti-GFP (1:1000; Millipore), mouse anti-5-mC (1:1000; Millipore), rabbit anti-5-hmC (1:1000; Active Motif), and rabbit anti-Uhrf1 (Citterio et al. 2004). Cell death was analyzed using the Apoptag kit from Millipore according to the manufacturer's instructions.

### NSC culture

NSCs were generated from E13 *Uhrf1* floxed cortices using the protocol from Onorati et al. (2010). Electroporation was performed using the Lonza 4D nucleofector system, and cells were plated onto polyornithine- and laminin-coated dishes. *Tet2* and *Tet3* shRNA plasmids were kindly provided by Dr. Qiang Lu at the Beckman Research Institute of the City of Hope (Hahn et al. 2013). Cre-recombinant protein was added to the medium at a concentration of 14 µg/mL. The cultures were maintained for 4 d, after which they were either fixed with 4% paraformaldehyde for immunostaining analysis or used for RNA extraction.

### RNA extraction, cDNA synthesis, and qPCR

Total RNA was isolated using the Qiagen RNeasy kit for all qPCR experiments except the FACS-sorted cells. In the case of FACS-sorted cells, PicoPure RNA isolation kit from Thermo Scientific was used to extract RNA. cDNA synthesis was performed using random primers with the Maxima first strand synthesis kit (Thermo Scientific). RT-qPCR was conducted using SYBR Green and a Thermo Fisher Quant Studio 6 machine. The PCR primers used are in Supplemental Table 5.

### RNA-seq

For E16 and P5 full cortices, cerebral cortices were dissected from E16 embryos and P5 pups. Total RNA was extracted using Trizol and RNA clean and concentrator kit (Zymo Research). Ribosomal RNA was depleted with Ribozero Gold (Illumina). Libraries were prepared using NEBNext Ultra Directional RNA library preparation kit for Illumina. Quality control was carried out with a Bioanalyzer (Agilent), and 100-base-pair (bp) paired-end sequencing was performed with a HiSeq sequencer (Illumina) at Laboratory for Functional Genome Analysis (LAFUGA; Gene Center, Munich, Germany). For P5 data sets, three biological replicates were used per genotype. For E16 full cortices, two biological replicates were used for cKO, and three were used for controls.

### hmeDIP

The hmeDIP protocol was adapted from Mohn et al. (2009) and Maunakea et al. (2010). The E16 VZ was subdissected as described for the VZ RNA-seq analysis in the Supplemental Material. The antibodies used for immunoprecipitation were 5mC (Millipore) and 5hmC (Active motif). DNA libraries were generated using the NEBNext Ultra DNA library preparation kit for Illumina. Quality control was carried out with a Bioanalyzer (Agilent), and 50-bp single-end sequencing was performed with a HiSeq sequencer (Illumina) at LAFUGA.

### Ox-RRBS

Five-hundred nanograms of MspI-digested and purified DNA from controls and *Uhrf1* cKOs (E16 cortices) was used for the library preparation procedure with the NEXTflex bisulfite library preparation kit (BIOO Scientific). Library preparation was performed according to the manufacturer's instructions with some modifications. Specifically, to avoid any false positives through changes in 5hmC, a DNA oxidation step was included. Oxidation was performed with KRuO4 (Sigma-Aldrich) as described in previous work (Booth et al. 2012). Bisulfite conversion of the DNA was performed with the EZ Methylation Gold kit (Zymo Research) according to the manufacturer's instructions. Finally, quality control with a Bioanalyzer (Agilent) and sequencing with a HiSeq 1000 sequencer (Illumina, Inc.) were performed at a genomics core facility of the Center of Excellence for Fluorescent Bioanalytics (Kompetenzzentrum Fluoreszente Bioanalytik, University of Regensburg, Germany).

### Statistical analysis

For all RT-qPCR analysis, unpaired student's *t*-test was performed except in the *Tet2/3* knockdown experiments, in which a paired *t*-test was performed. For all cell counts in vivo, the Mann-Whitney test was performed. For Ox-BS analysis, Fisher's test was performed.

### Accession numbers

The accession number for the 5hmC, RNA-seq (E16 VZ, E16, and P5), and Ox-RRBS data reported in this study is GSE84550.

## Supplementary Material

Supplemental Material

# Supplementary material for: Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration
**Source:** Genes Dev. 2016 Oct 1;30(19):2199–212. doi: 10.1101/gad.284992.116
**Supplement:** Supplemental Material

Supplemental Material 

# Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration

## Supplemental Material

- Supplementary\_fig1.pdf
- Supplementary\_fig2.pdf
- Supplementary\_fig3.pdf
- Supplementary\_fig4.pdf
- Supplementary\_table1.pdf
- Supplementary\_text.docx
- Supplementary\_fig9.pdf
- Supplementary\_table4.pdf
- Supplementary\_fig7.pdf
- Supplementary\_fig5.pdf
- Supplementary\_table3.pdf
- Supplementary\_fig10.pdf
- Supplementary\_table5.pdf
- Supplementary\_fig8.pdf
- Supplementary\_fig6.pdf
- Supplementary\_table2.pdf

# Supplementary material for: Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration
**Source:** Genes Dev. 2016 Oct 1;30(19):2199–212. doi: 10.1101/gad.284992.116
**Supplement:** Supplemental Material

**Ramesh et al _Supplementary data**

**Supplementary figure 1 – Uhrf1 immunostaining in adult neurogenic niches**

**A-D.** Confocal images of sagittal sections of 2-month old adult wild type brains showing the subependymal zone (**A,C,E**) and dentate gyrus (**B,D,F**) immunostained for BrdU (given for 2 weeks) and Uhrf1 to label neural stem cells in the adult neurogenic niches (**A,B**), GFAP and Uhrf1 to label NSCs (**C,D**) and doublecortin and Uhrf1 to label neuroblasts (**E,F**) as indicated in the panels.

Scale bar = 50µm; SEZ – subependymal zone; SGZ – subgranular zone

**G.** qPCR for Uhrf1 in embryonic NSCs and neurons and adult SVZ, white matter and Grey matter. The graph shows the almost absence of Uhrf1 mRNA in adult grey matter containing mainly neurons. Error bars indicate standard error of mean. n=3. * indicates significance with p-value=0.009 and 0.00005 respectively.

**Supplementary figure 2 – Neurogenesis during embryonic development is largely unaffected by Uhrf1 deletion in the cerebral cortex**

Confocal images of coronal sections of E14 and E16 control (**A,D,G,I**) and cKO (**B,E,H,J**) cerebral cortex, stained for Pax6 to label neural stem cells in the ventricular zone (**A-C**), pH3 to detect cells in mitosis (**D-F**), Tbr2 to label basal progenitors in the subventricular zone (**G,H**), and Tbr1 to label neurons (**I-K**). Note that all these cells types are located at their normal position and present in the same number in control or cKO cerebral cortex (for quantification see **C,F** and **K,L**). ns indicates no significance with p-value = 0.6 for **C** and **F** and p-value = 0.2 for **K** and **L** graphs.

**M,N.** Confocal images of coronal sections of E16 cKO cerebral cortex stained for TUNEL and Pax6, indicating both Pax6 positive and negative/TUNEL positive cells.

**O,P.** Confocal images of coronal sections of E18 control and cKO cerebral cortex stained for Ctip2 and Tbr1, indicating comparable cortical layering between controls and Uhrf1 cKO.

Error bars indicate standard error of mean; n=4 or 5.

Scale bar indicates 10 µm for panels **M,N** only and 50 µm for all other panels.

VZ – ventricular zone; SVZ –subventricular zone; CP – cortical plate; IZ – intermediate zone

**Supplementary figure 3 – Gliogenesis proceeds normally after Uhrf1 deletion in the cerebral cortex**

**A-D.** Confocal images of coronal sections of P5 cerebral cortex of controls (**A, C**) and Uhrf1 cKO (**B,D**) immunostained for Olig2 to label oligodendrocyte progenitors (**A,B**) and GFAP to label astrocytes (**C,D**). Note that Olig2+ cells are present in equal density and GFAP is still largely absent both in control and cKO P5 cerebral cortex.

**E-H.** Confocal images of coronal sections of E16 cerebral cortex of controls (**E,G**) and Uhrf1 cKO (**F,H**) immunostained for GFAP (**E,F**) and Iba1 to label microglia (**G,H**) Note that GFAP is still absent both in control and cKO E16 cerebral cortex and microglia look comparable in number and morphology.

**I-L.** Confocal images of coronal sections of P27 cerebral cortex of controls (**I,K**) and Uhrf1 cKO (**J,L**) immunostained for GFAP to label astrocytes in the white matter (**I,J**) and reactive astrocytes (**J**) and S100B to label all astrocytes (**K,L**). Note that the astrocyte density is not altered in the cKO compared to control cerebral cortex (**K,L**), but astrocytes in the cKO grey matter strongly upregulate GFAP (**J**).

Scale bar = 50µm; WM- white matter; GM- grey matter; CP- cortical plate; VZ – ventricular zone

**Supplementary figure 4 – Activation of IAP retroviral elements in Uhrf1cKO cerebral cortex ventricular zones**

**A.** Graph depicting deregulated genes in E16 cKO ventricular zone tissue. Red dots indicate genes with significantly increased expression and blue dots indicate genes with significantly downregulated expression in the cKO cerebral cortex compared to controls. Black dots are genes with unchanged expression level. Significantly regulated genes have p-value less than 0.05 and fold change above 2. X axis and Y axis values are FPKM (Fragments per million bases) from 100bp paired end RNAseq.

**B.** Graphs showing gene set enrichment analysis of Hallmark datasets, from the RNAseq analysis from **A**. The graph depicts an overrepresentation of genes related to interferon alpha signalling and underrepresentation of genes related to oxidative phosphorylation in the cKO. ES- Enrichment score. FDR < 25%.

**Supplementary figure 5** – **Bar graphs showing upregulated ERV repeat classes**

Upregulated ERV repeat classes based on Repbase classification in E16 VZ RNAseq (**A**), E16 full cortex RNAseq (**B**) and P5 RNAseq (**C**). Y-axis is fold change and X-axis is each repeat class. Note that IAP classes are the most upregulated in all datasets.

**Supplementary figure 6 – Intergenic and long IAP upregulation in P5 RNAseq**

**A.** Graph plotting length of IAP sequence against RNAseq fold change, indicating a bias for long IAP transcripts to be activated.

**B-C.** Snapshots of IGV browser showing intergenic IAP upregulation in Uhrf1 ckO. Y-axis is RPKM values. X-axis is a magnification of the region on the chromosome marked in red containing the genes and IAP in proximity.

**Supplementary figure 7– IAP activation in Uhrf1 cKO cerebral cortex occurs at early embryonic stages**

**A,D.** RT-qPCR graph for IAP in E12 (**A**) and E14 (**D**) control and cKO cerebral cortex tissue. * indicates significance with p-value = 0.004. Error bars indicates standard error of mean. n=3 for E14 and n=2 for E12.

**B-C, E-F.** Confocal images of coronal sections of E12 (**B,C**) and E14 (**E,F**) cerebral cortex of controls (**C,E**) and cKO (**D,F**) immunostained for IAP GAG antibody and DAPI as indicated in the panels.

Scale bar = 50µm; LGE – Lateral Ganglionic Eminence; Cortex = cerebral cortex.

**Supplementary figure 8 – Correlation between changes in methylation and mRNA expression in E16 cKO cerebral cortex**

**A.** Venn diagram depicting the few overlapping genes that are upregulated in expression and hypomethylated in E16 Uhrf1 cKO cerebral cortex. For the E16 upregulated genes, the cutoff is p value < 0.05 with fold change > 1.5. For hypomethylated promoters, q-value < 0.01 and atleast 25% loss of 5mC.

**B.** Graph plotting fold change of LINE 1 elements from RNAseq against Ox-RRBS data for 5mc levels, showing few hypomethyated elements with high fold change in mRNA. Red dots indicate LINE-1 elements in proximity to IAP elements. Black dots are all remaining LINE-1 elements.

**C.** Graph showing hypomethylation of LINE 1 regulatory regions of two LINE-1 repbase classes.

**D**. Table depicting IAP classes with high 5hmC (> 2 fold change). All classes were observed to have increase mRNA levels on the E16 RNAseq datasets.

**Supplementary Figure 9 – NS in vitro system shows hypomethylation on Cre induction and specificity for IAP transcriptional regulation**

**A,B**. Uhrf1 floxed NS cells immunstained for 5mC with and without Cre induction, indicating loss of 5mC on Uhrf1 deletion, after 4 days in vitro.

**C**. qPCR for retrotransposons with and without Cre induction in Uhrf1 floxed NS cells, after 4 days in vitro. Graph indicates that only IAP is specifically upregulated.

* indicates significance with p value = 0.001; n=4; Error bars indicate standard error of mean.

**Supplementary figure 10– Comparison of gene regulation upon Uhrf1 or Dnmt1 deletion with Emx1-driven Cre deletion**

**A, B.** Venn diagrams depicting genes with upregulated (**A**) or down-regulated (**B**) expression levels in Uhrf1 and (overlap)/or (separate parts in the pies) DNMT1 cKO cerebral cortex at postnatal day 5. Note that in both cKOs, more genes have increased expression levels, but only 20% (A) or 16% (B) of the genes changed in expression in the Uhrf1 cKO are also regulated in the DNMT1 cKO cerebral cortex, indicating that many effects of Uhrf1 deletion are not shared with DNMT1 deletion.

For the p5 deregulated genes, the cutoff is p value < 0.05 with fold change > 1.5.

**Supplementary table 1 – Genes up- or down-regulated in expression at E16 in Uhrf1 cKO cerebral cortex.**Table depicting genes with significantly increased and decreased expression levels in the E16 Uhrf1 cKO cerebral cortex .

Green indicates genes related to testis/germ cell and orange indicates derepressed genes.

**Supplementary table 2 – Genes up- or down-regulated in expression at P5 in Uhrf1 cKO cerebral cortex.**Table depicting genes with significantly increased and decreased expression levels in the E16 Uhrf1 cKO cerebral cortex .

**Supplementary table 3 – Deregulated genes in proximity to deregulated IAP transcripts**Table depicting percentage and list of genes in proximity to IAPs, upregulated in Uhrf1 cKO. as – antisense; s – sense; i – intergenic; u – upstream from gene

**Supplementary table 4 - Genes upregulated in expression at P5 in both Uhrf1 and Dnmt1 cKO cerebral cortex.**

Table depicting genes with expression upregulated in both Uhrf1 and Dnmt1 cKO cerebral cortex. Red indicates genes which are hypomethylated in the E16 cortex of Uhrf1 cKO.

**Supplementary table 5 – Primer List**

List of primers used in this study

**Supplementary methods**

**Methyl sensitive restriction digests**

Genomic DNA was isolated from E16 controls and Uhrf1 cKO cortices and digested with either HpaII or MspI using the EpiJET DNA methylation analysis kit from Thermofisher Scientific according to manufacturer’s instructions.

**RNAseq - E16 ventricular zone**

Entire cortices were dissected from E16 embryos and sectioned with the tissue chopper at 300µm thickness. Slices were cut into half with the lower part being considered as the germinal zones. Total RNA was extracted using trizol and RNA clean and concentrator kit (Zymo Research). Ribosomal RNA was depleted with Ribogone mammalian kit from Clontech. Libraries were prepared using SMARTer Stranded RNA-Seq Kit from Clontech. Quality control was carried out with a Bioanalyzer (Agilent) and 100bp paired end sequencing with a HiSeq sequencer (Illumina) at LAFUGA. For E16 VZ datasets, 3 biological replicates were used per genotype.

**In utero electroporation**

Animals were operated as approved by the Government of Upper Bavaria under licence number 55.2-1-54-2532-79/11. E13.5 timed pregnant mice were anaesthetized by intra-peritoneal (i.p.) injection of Fentanyl (0.05mg/kg), Midazolam (5mg/kg) and Medetomidine (0.5mg/kg) (Btm license number: 4518395). Tet2 and Tet3 shRNA plasmid were kindly provided by Professor Qiang Lu at the Beckmann research institute, USA (Hahn et al. 2013) . Plasmids were mixed with Fast Green (2.5mg/μl, Sigma) and injected at a concentration of 1 µg/µl. In utero electroporations were done as described earlier (Saito, 2006). Anesthesia was terminated by subcutaneous injection of Buprenorphine (0.1mg/kg), Atipamezol (2.5mg/kg), Flumazenil (0.5mg/kg). Embryonic brains were fixed and sliced as described in the main methods. Embryos were fixed and analysed as mentioned in the main methods.

**Fluoroscence Activated Cell Sorting**

Cortices from E16 embryos were isolated and the midline and meninges removed. The tissue was enzymatically dissociated using 0.05% Trypsin and resuspended in DMEM containing 10% fetal calf serum (FCS) then washed with PBS. For isolation of GFP+ cells (after in utero electroporation), the positive gate was set using non-electroporated tissue. The positive gates were set to include a maximum 0.1% of non-fluorescent cells. Positive cells were isolated using the FACSAriaIII (BD Bioscience) system at purity mode. Cells were directly sorted into PBS.

For isolation of cortical subpopulations (neural stem cells and neurons) the samples were incubated with APC-conjugated Prominin-1 antibody (CD133, eBioscience) and PE-conjugated PSA-NCAM antibody (Miltenyi Biotec). Gating parameters were determined by side and forward scatter to eliminate debris (P1 gate) and aggregated cells (P2 gate).PE- and APC conjugated isotype control (eBioscience, Miltenyi Biotec) stained cells were used to set the positive gates for the stained populations.

**Oxidative Reduced Representation Bisulfite Sequencing**

1 µg of mouse DNA from E16 control and Uhrf1 cKOs was digested with MSPI (NEB) in Buffer 4 at 37°C O/N. The digested DNA was cleaned up with the MinElute Reaction Cleanup Kit (Qiagen) according to the manufacturer´s instructions. 500 ng of digested and purified DNA was used for the library preparation procedure with the NEXTflex™ Bisulfite Library Prep Kit (BIOO Scientific). Library preparation was performed according to the manufacturer´s instructions with some modifications. Specifically, to avoid any false positives through changes in 5hmC, a DNA oxidation step was included. The oxidation step converts 5hmC to 5fmC but does not affect 5mC. Oxidation was performed with KRuO4 (Sigma-Aldrich) as described in previous work (Booth et al. 2012). Bisulfite conversion of the DNA was performed with the EZ Methylation Gold Kit (Zymo Research) according to the manufacturer´s instructions. The libraries were purified using AMPure XP beads (Beckmann Coulter) and PCR amplification of the oxidized and bisulfite converted libraries was performed with PfuCx Hot Start (Agilent). Finally, quality control with a Bioanalyzer (Agilent) and sequencing with a HiSeq 1000 sequencer (Illumina Inc.) was performed at a genomics core facility: Center of Excellence for Fluorescent Bioanalytics (KFB, University of Regensburg, Germany.

**Oxidative Bisulfite sequencing**

gDNA was extracted from E16 cortical tissue from controls and Uhrf1 cKO and Uhrf1 floxed NS cells with and without cre. Oxidation and bisulfite conversion was performed as described in the Ox-RRBS section in the main methods. The IAP GAG region and LINE-1 was amplified by PCR (list of primers in Supplementary table 5). Primary amplicons were adapter tagged using NEBNext Multiplex Oligos for Illumina (New England Biolabs). 100-200 ng of amplicon and 62.5 pmol each of universal PCR primer and index primer were amplified in a total volume of 50 µL with NEBNext High-Fidelity PCR Master Mix (New England Biolabs) and the cycling conditions 98°C/30"-[98°C/10"-65°C/30"-72°C/30"]x4-72°C/5'. PCR reactions were purified adding 80% (v/v) CleanPCR magnetic beads (GC biotech) and finally eluted with 25 µL water. A single round of amplification with P5 and P7 primers (Illumina) was added to make all fragments double stranded. For this, 20 µL of the purified tagged amplicons and 25 pmol each of P5 and P7 primers were set up in a total volume of 50 µL with Phusion Polymerase (New England Biolabs) according to the manufacturer's instructions, and cycled with the program 98°C/2'-60°C/1'-72°C/10'. Purification was the same as before. Libraries were checked for correct fragment length on a Bioanalyzer 2100 (Agilent) and concentrations were determined with Qubit dsDNA HS Assay Kit (Life Technologies). High-Throughput Sequencing (2x300 bp paired end) was performed on a MiSeq sequencer with v3 chemistry (Illumina) at the Genomics Service Unit at LMU Biocenter. Primary sequencing reads were merged using CLC Genomics Workbench 9.0.1 (Qiagen) with the following parameters: mismatch cost = 2; minimum score = 8; gap cost = 3; maximum unaligned end mismatches = 0.

**Hydroxy methylated DNA immunoprecipitation (hmeDIP)**

The protocol was adapted from chapter 5 of book ‘DNA methylation:Methods and Protocols, second edition volume 507, 2009 – Fabio Mohn, Micheal Weber, Dirk Schubeler and Tim-Christoph Roloff and from (Maunakea et al. 2010). The E16 ventricular zone was subdissected as described for the VZ RNAseq analysis in supplementary material. DNA was lysed in Tris-EDTA buffer with 0.5% SDS and extracted by phenol-chloroform extraction. Chromatin was cheared using the Covaris machine and 1ug of gDNA was used per immunoprecipitation (IP). The supernatant from the IP was purified with Qiagen PCR purification kit. The antibodies used for immunoprecipitation were 5mC (Millipore) and 5hmC (Active motif). DNA libraries were generated using the NEBNext Ultra DNA library preparation kit for Illumina. Quality control was carried out with a Bioanalyzer (Agilent) and 50bp single end sequencing with a HiSeq sequencer (Illumina) at LAFUGA.

**Bioinformatic analyses**

***RNA-seq***

RNA-seq reads (100bp paired-end) were mapped to the mouse genome (mm10) using tophat2 (Kim et al. 2013), resulting in alignments with minimal mismatches. The resulting BAM files were filtered to only retain reads in a proper pair and to remove reads with multiple mapping in the genome as well as duplicated reads and low quality alignments using samtools (-F 2 -f 1280)*.* Expression of genes in FPKM was calculated with cuffdiff and cummerbund (Trapnell et al. 2013).Up- and down-regulated genes were selected based on the cufflinks p-value (p<0.05) and change in expression (> 2 fold). De-repressed genes were selected based on very low expression in control (FPKM < 0.1) and higher expression in cKO (FPKM > 0.1). Dot plots were generated with ggplot2. Gene set enrichment analysis of differentially expressed genes was performed as described using the HALLMARKS gene set (Mootha et al. 2003; Subramanian et al. 2005).

For expression analysis of individual repeat elements, filtered BAM files were converted to homer tag directories using makeTagDirectory. Genome positions for individual IAP elements were extracted from the rmsk dataset (UCSC) and coverage across repeat families and individual repeats was analyzed using analyzeRepeats (Heinz et al. 2010).

Genes which may be regulated by derepressed IAP elements were identified by (1) selecting upregulated genes (fold change > 2); (2) testing for activated IAP elements within upregulated genes (+/- 50.000 bp).

***Hydroxy-meDIP***

Hydroxy-MeDIP reads (50bp single end) were mapped to the mouse genome (mm10) using bowtie with options -q –n 2 --best. Resulting SAM files were converted to homer tag directories using makeTagDirectory (Heinz et al. 2010). Cumulative IAP coverage plots were generated as in (Sadic et al. 2015).

***Oxidative Reduced Representation Bisulfite Sequencing***

All reads generated were mapped to the mouse genome version GRCm38 with the commercially available Genomatix software (version 2.2.2 Genomatix) allowing no mismatch. For analysis of the control sequences and the cKO status, a custom mapping library with the methylated and unmethylated DNA sequences of the PCR products and vector, respectively, was generated. From these mappings, the methylation status per CpG or CpH was extracted, positions with a coverage = < 5 were excluded and further data analysis was performed with custom scripts using the free software R ver. 3.1.1 and the package methylkit (Akalin et al. 2012). For the analysis of differentially methylated regions, the region length was set to 100 bp.

Genomatix was used to predict promoter regions that were used for differential methylation analysis.

***Oxidative Bisulfite sequencing***

All reads generated were filtered for size (490bp to 510bp for IAP and 250-270bp for LINE-1) using Perl. 300 independent PCR products were subsampled per condition and analysed with QUMA for their methylation status per CpG. % of 5hmC was inferred from the difference between oxidized and unoxidised samples, per condition.

**Supplementary references**

Akalin A, Kormaksson M, Li S, Garrett-Bakelman FE, Figueroa ME, Melnick A, Mason CE. 2012. methylKit: a comprehensive R package for the analysis of genome-wide DNA methylation profiles. *Genome Biol* **13**: R87.

Booth MJ, Branco MR, Ficz G, Oxley D, Krueger F, Reik W, Balasubramanian S. 2012. Quantitative sequencing of 5-methylcytosine and 5-hydroxymethylcytosine at single-base resolution. *Science* **336**: 934-937.

Hahn MA, Qiu R, Wu X, Li AX, Zhang H, Wang J, Jui J, Jin SG, Jiang Y, Pfeifer GP et al. 2013. Dynamics of 5-hydroxymethylcytosine and chromatin marks in Mammalian neurogenesis. *Cell Rep* **3**: 291-300.

Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK. 2010. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**: 576-589.

Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. 2013. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol* **14**: R36.

Maunakea AK, Nagarajan RP, Bilenky M, Ballinger TJ, D'Souza C, Fouse SD, Johnson BE, Hong C, Nielsen C, Zhao Y et al. 2010. Conserved role of intragenic DNA methylation in regulating alternative promoters. *Nature* **466**: 253-257.

Mootha VK, Lindgren CM, Eriksson KF, Subramanian A, Sihag S, Lehar J, Puigserver P, Carlsson E, Ridderstrale M, Laurila E et al. 2003. PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. *Nat Genet* **34**: 267-273.

Sadic D, Schmidt K, Groh S, Kondofersky I, Ellwart J, Fuchs C, Theis FJ, Schotta G. 2015. Atrx promotes heterochromatin formation at retrotransposons. *EMBO Rep* **16**: 836-850.

Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES et al. 2005. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* **102**: 15545-15550.

Trapnell C, Hendrickson DG, Sauvageau M, Goff L, Rinn JL, Pachter L. 2013. Differential analysis of gene regulation at transcript resolution with RNA-seq. *Nat Biotechnol* **31**: 46-53.

Jörg Tost (ed.), DNA Methylation: Methods and Protocols, Second Edition, vol. 5072009 Humana Press, a part of Springer Science+Business Media DOI 10.1007/978-1-59745-522-0 5 Springerprotocols.com

# Supplementary material for: Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration
**Source:** Genes Dev. 2016 Oct 1;30(19):2199–212. doi: 10.1101/gad.284992.116
**Supplement:** Supplemental Material

## Genes upregulated in both Dnmt1 and Uhrf1 cKO at P5

|               |          |          |           |
|---------------|----------|----------|-----------|
| 1700018B24Rik | Ddr2     | Lgals3bp | Rbp1      |
| 1700029P11Rik | Dlx2     | Lhx6     | Rest      |
| 1700080O16Rik | Dpep1    | Lin28b   | Rhbdl3    |
| 4930500J02Rik | Eda2r    | Madcam1  | Rhox5     |
| 6720468P15Rik | Egfr     | Mbl2     | Ripk4     |
| Al662270      | Eif4ebp1 | Meis1    | S100b     |
| Adamts19      | Fos      | Mitf     | Saa3      |
| Adarb2        | Gad1     | Mpeg1    | Sema3b    |
| Apobec1       | Gad2     | Ms4a6d   | Serpina1  |
| Apoc1         | Gbp2     | Msx1     | Serpine1  |
| Atf3          | Gem      | Mthfd2   | Sesn2     |
| Atf5          | Gm9      | Mypn     | Sirt5     |
| Avil          | Gpc3     | Nat2     | Slc7a3    |
| C1qc          | Gpnmb    | Neb      | Spp1      |
| Car13         | Gramd1c  | Ngfr     | Svs5      |
| Cbx7          | Grhl2    | Nupr1    | Tal1      |
| Ccnd2         | Grik1    | Nxph1    | Tcf15     |
| Cd74          | H19      | Oas2     | Tdrd9     |
| Cd84          | H2-Ab1   | Olfml2a  | Tex101    |
| Cdkn2b        | H2-M3    | Olfml2a  | Tfpi      |
| Chac1         | Hamp2    | Pard6b   | Tlr2      |
| Cldn11        | Hfe      | Parp12   | Tmed2     |
| Clic1         | Hk2      | Parp14   | Trem2     |
| Clic4         | Hmx1     | Parp3    | Trim66    |
| Col1a1        | Id1      | Pdlim4   | Trp53inp1 |
| Cox6a2        | Ier3     | Pet2     | Ttn       |
| Cox8c         | Ifitm3   | Pgam2    | Tyrbp     |
| Crb1          | Igf1     | Pipox    | Ugt3a2    |
| Creb3l2       | Igfbpl1  | Piwil2   | Vim       |
| Ctss          | Il15     | Pnpt1    | Wfdc12    |
| Cxcr4         | Inadl    | Psma8    | Xlr3b     |
| Cyb5r1        | Irf1     | Psph     | Zfp536    |
| Cyp1b1        | Kcnc2    | Rab39    |           |
| Cypt12        | Kntc1    | Rabgta   |           |

# Supplementary material for: Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration
**Source:** Genes Dev. 2016 Oct 1;30(19):2199–212. doi: 10.1101/gad.284992.116
**Supplement:** Supplemental Material

## List of primers used in this study

**RT-qPCR**

| <i>Name</i>   | <i>Sequence</i>        | <i>Source publication</i> |
|---------------|------------------------|---------------------------|
| IAP-5'UTR-F   | CGGGTCGCGGTAATAAAGGT   | Rowe et al. 2010          |
| IAP-5'UTR-R   | ACTCTCGTTCCCCAGCTGAA   |                           |
| LINE-1-ORF1-F | GAACCAAGACCACTCACCATCA | Vitullo et al. 2012       |
| LINE-1-ORF1-R | CCCTGGACTGGGCGAAGT     |                           |
| SINE-B1-F     | TGGCGCACGCCTTTAATC     | Gualtieri et al. 2013     |
| SINE-B1-R     | TGGCCTCGAACTCAGAATCC   |                           |
| Uhrf1-F       | AAACGCCCTGAGTTTTCGC    | Designed in this study    |
| Uhrf1-R       | GCCGATGTACTCTCTCACG    |                           |
| Gapdh-F       | ATTCAACGGCACAGTCAAGG   | Designed in this study    |
| Gapdh-R       | TGGATGCAGGGATGATGTTC   |                           |

**Oxidative bisulfite sequencing**

|           |                                |                     |
|-----------|--------------------------------|---------------------|
| IAP GAG-F | AGGTTAGTTTGTTGATTGGTTTTAG      | Sadic et al. 2015   |
| IAP GAG-R | AATCAACAAAATAAACTCCCTAACC      |                     |
| LINE-1-F  | GTTAGAGGATTTGATAGTTTTTGGAATAGG | Tommasi et al. 2012 |
| LINE-1-R  | CCAAAACAAAACCTTTCTCAAACACTATAT |                     |

# Supplementary material for: Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration
**Source:** Genes Dev. 2016 Oct 1;30(19):2199–212. doi: 10.1101/gad.284992.116
**Supplement:** Supplemental Material

## RNASeq - P5

## Upregulated genes

## Downregulated genes

How the deposited data were processed for this re-analysis (not part of the article)

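RNA from whole E16 cortices of 3 control and 2 Uhrf1 cKO animals was sequenced. The authors deposited 1 table of FPKM values, which they made by mapping paired, strand-specific reads to mm10 with TopHat2, removing reads that were duplicated, poorly aligned, not in proper pairs or mapped to several places, and computing FPKM per gene and library with Cuffdiff and cummeRbund. The versions of these tools are not given in the sources used here. The table holds 23997 gene names and no read counts, so a test for counts was not used. Each column was matched to its library by the library name in the labels, and the condition was taken from the labels and the paper. Gene names were matched to the RefSeq annotation of GRCm38.p6 for positions, gene types and transcript lengths, 22500 by symbol and 1340 by a synonym, while 157 were not matched.

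From the deposited values, log2(FPKM + 0.1) was fitted with limma 3.58.1 (lmFit and eBayes with a trend on the mean, 6.23 prior degrees of freedom), cKO against control, with no covariate. Genes with a mean of at least 0.1 FPKM over the 5 libraries were tested. Of 1225 names of small RNAs, 57 reached that mean and were left out, since such RNAs are shorter than the fragments and their FPKM values vary with library preparation. Thresholds were the paper's, an unadjusted p under 0.05 and over 2-fold (or over 1.5-fold for the legend of Supplemental Fig. 8A), and counts at an adjusted p under 0.05 after Benjamini and Hochberg are given beside them. Gene lists were tested with camera at a preset correlation of 0.01, with p adjusted over 29 lists, and again with an estimated correlation, with fry, and with fgsea 1.28.0. With the preset correlation 16 lists had an adjusted p under 0.05. With an estimated correlation 2 did, the germ cell genes and the genes raised at P5 in both Uhrf1 and Dnmt1 cKO. For oxidative phosphorylation the estimate was 0.515. For the interferon response and cell death lists it was -9.0e-04 and -0.00284, under the preset 0.01. Their unadjusted camera p still rose, from 0.00108 to 0.0306 and from 0.00307 to 0.0420. A call lost with this setting therefore need not reflect correlation between genes. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

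The thresholds, the gene lists, the rule for the genes named in the text and the alternatives were chosen before the data were examined, except a fit without genes listed at 0 in every library of a group and a correction of each library for a trend with transcript length (loess, span 0.3), and a fit with the sex of the animals, read from a Y-linked gene, as a covariate. The rule names the genes that the paper names, the 14 genes with the largest and the 8 with the smallest log2 fold change among those past the thresholds whose groups do not overlap, up to 4 members of each list past the thresholds, or the 2 with the highest mean FPKM where fewer than 2 passed, and the sex-linked genes. The values of 2 genes that the rule names are not given. Other genes named were chosen after their values were seen. The list of genes raised at P5 in both mutants is the study's own, chosen on other libraries, and the list of germ cell genes was written by hand with the paper's P5 tables already seen.

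The test was checked on simulated data for the 14698 genes of this comparison. Of 100 genes changed by 1 on the log2 scale, 23% were found at an adjusted p under 0.05 and 43% at an unadjusted p under 0.05 and over 2-fold. Of 100 genes changed by 2, 71% and 95% were found. There was 1 false call at the adjusted threshold and there were 144 at the unadjusted one. A list of 40 genes raised by 0.5 was called with an adjusted p of 5.2e-27, and 0 of 28 unchanged lists were called. In the real data the estimated correlation between genes was 0.515 for oxidative phosphorylation and 0.592 for the cell cycle. How often unchanged lists with such correlation are called is not shown by this check.

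The correlations between libraries across genes lay between 0.953 and 0.983. The first principal component, with 49.6% of the variance, separated the groups, and the second, with 21%, separated MG17 and MG18 from MG16 and MG19. The depth of the libraries could only be estimated from steps between low values, so counting intervals are not given. The P5 and ventricular zone libraries, the methylation data and reads from repeats are not analysed here, and the P5 gene tables were used only as gene lists.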

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

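Of the tests below, that of a lower share of Emx1-lineage cells and the correction for transcript length were chosen after the result was seen. The values below are signals in genes that the paper does not discuss for E16 cortex. Genes of the integrated stress response had a median log2 fold change of 0.54 in the cKO, above the spread of the controls, whose medians had an SD of 0.0794 (camera adjusted p = 4.2e-12, and 0.0650 with an estimated correlation). Proteasome subunits had a median of -0.32 (30 of 31 lower, camera adjusted p = 2.1e-07, and 0.427 with an estimated correlation), with Psmb4 at -0.26 and Psma7 at -0.34, and 0 members past the thresholds in limma. RNA polymerase II subunits had a median of -0.29 (11 of 12 lower, adjusted p = 0.0135, and 0.470 with an estimated correlation), with Polr2j at -0.43 and Polr2f at -0.22. Both lists have short transcripts, with a median of 1581 and 982 bases, and short transcripts were lower in the cKO libraries in general. After a correction for transcript length the median was -0.22 for proteasome subunits (adjusted p = 8.4e-05) and -0.19 for RNA polymerase II subunits (adjusted p = 0.115). Endothelial and mural markers had a median of 0.35 (10 of 12 higher, adjusted p = 0.0135, and 0.434 with an estimated correlation), although the most abundant of them, Cldn5 and Rgs5, stood at -0.05 and -0.05, and at 0.048 and 0.029 with quantile normalization.

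Genes that the study found raised at P5 in both Uhrf1 and Dnmt1 cKO cortices had a median log2 fold change of 0.67 at E16, with 40 of 112 higher and 1 lower past the thresholds, 20 higher at an adjusted p under 0.05 and 35 higher when adjusted over the list alone (camera adjusted p = 2.5e-24, and 0.0363 with an estimated correlation). Kntc1, which acts at the kinetochore, stood at 4.15, 5.71 and 5.94 FPKM in controls and 29.6 and 36.4 FPKM in the cKO (log2 fold change 2.63, SE 0.21, adjusted p = 1.9e-04, limma). The adjusted p of Kntc1 was 0.0575 without MG18 and 0.0653 without MG19. Hamp2, a hepcidin gene, is listed at 0 in all controls and stood at 3.53 and 3.77 FPKM in the cKO.

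Markers of the ventral telencephalon and of interneurons had a median log2 fold change of 0.63 in the cKO, and 3 of them passed the thresholds, Gsx2, Zfp503 (1.23, adjusted p = 0.322) and Isl1 (1.88, adjusted p = 0.395), with 0 at an adjusted p under 0.05 in limma. Isl1 stood at 0.0516, 0 and 0.0798 FPKM in controls and 0.0995 and 1.23 FPKM in MG18 and MG19, so that MG19 carries most of its rise. Striatal tissue from beside the cortex in the cKO dissections may account for part of this. The 13 striatal genes lay above the control mean by 0.298 in MG18 and 1.04 in MG19 (SD 0.151 in the controls). The control MG17 stood at 0.212, so that the striatal rise rests mostly on MG19. On average, the striatal genes lay 0.124 higher than 12 interneuron genes in the cKO libraries. The interneuron genes had shifts of 0.896 in MG18 and 0.195 in MG19, against an SD of 0.0636, so that the libraries differ in which of the groups is higher. A lower share of cells of the Emx1 lineage would raise the markers of every other cell type alike. Relative to the control mean, endothelial markers had medians of 0.291 in MG18 and 0.384 in MG19 (SD 0.140 in the controls). Those of microglia were 0.504 and 0.507 (SD 0.370), against 0.416 in the control MG17. Those of meninges were 0.193 and 0.553 (SD 0.131). These medians had the direction that a lower share needs. With an estimated correlation, camera called none of these lists (adjusted p from 0.427 to 0.470), and meninges were not called with the preset one (0.0547). Blood cell markers stood at -0.204 and -0.406 (SD 0.111). Most of the blood markers are globin genes, which have short transcripts and copies that share fragments. After a correction for transcript length, the median log2 fold change of the blood list was -0.18, against -0.29 before. The 3 blood markers other than globin genes stood at -2.7e-05 and 0.11 (SD 0.158), too few to decide. Whether a lower share of Emx1-lineage cells had a part therefore stays open. An effect of Uhrf1 loss on interneurons in the cortex stays open, as untested.

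Xist stood at 3.84 FPKM in the cKO library MG18, which holds Y-linked transcripts, against 0.0252 and 0.0812 FPKM in the control libraries with Y-linked transcripts. Fragments from a female library could account for it, at 5.76% of MG16 or 3.98% of MG19, and of the genes for which that share would give 10 or more fragments, 0 lay below 0.5 times that share. The test separates little, since of the genes of MG16 also 0 lay so low in the control MG17 and 4 in MG15, and those of MG19, of which 9 and 25 did, share the cKO genotype with MG18. Expression of Xist from the X chromosome of male cells without Uhrf1 could not be excluded, since the 439 X-linked genes of at least 1 FPKM stood at -0.0074 relative to autosomal genes and the male controls, within the difference of 0.0939 between these. The 2 explanations cannot be told apart with 1 such library.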

How the results depend on the processing

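The fits without genes listed at 0 in every library of a group, with a correction for transcript length and with sex as a covariate were chosen after seeing the data. No paired analysis was made because the control and cKO libraries share no replicate numbers. The numbers in the library titles set MG15 and MG16 apart from MG17, MG18 and MG19. What these numbers stand for is not given, and a fit with them as blocks was not run. Both groups hold male and female animals, judged by Y-linked genes, and with sex as a covariate 459 genes were higher and 180 lower past the thresholds, 142 higher and 18 lower at an adjusted p under 0.05, and none of the lists tested in these alternatives changed its call. With that covariate the adjusted p for the log2 fold change of Gfap was 0.0620, for the log2 fold change of Oas2 0.0609 and for the log2 fold change of Snurf 0.0426. For 10 splits of the libraries into groups of 3 and 2, too few for a share under 0.05, the real split gave 594 changed genes. At an adjusted p under 0.05 it gave 185, and the highest other split gave 351 and 7. That other split set MG15 and MG16 against MG17, MG18 and MG19, which is the grouping of the title numbers. Both cKO libraries lie on the same side of it, so its count cannot separate that grouping from genotype. With 1 cKO library left out, the lone library is assumed to vary like the controls. The low depth limits what can be said of genes under about 0.1 FPKM. The cause of the changes below was not tested, apart from the smaller number of genes or libraries that some settings leave. Germ cell, integrated stress response and P5-shared lists stayed higher with an adjusted p under 0.05 in every fit of camera with the preset correlation.

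With a pseudocount of 1, 154 genes were higher and 25 lower past the thresholds, 408 were higher over 1.5-fold, and 1 fate gene and 21 germ cell genes passed. With genes of a mean of at least 1 FPKM these were 172, 64, 454, 1 and 16, with 100 higher and 13 lower genes at an adjusted p under 0.05. With an adjusted p under 0.05 and the same fold, 158 genes were higher and 21 lower, 161 higher over 1.5-fold, and 1 fate gene passed. With quantile normalization 321 genes were higher and 288 lower, and 1 fate gene passed. Without genes listed at 0 in a group, 13 genes were lower at an adjusted p under 0.05 and 18 germ cell genes were higher past the thresholds. In the main fit, 11 germ cell genes were higher when the genes of the P5 tables were left out of the list. The share of derepressed genes was 12.3% for genes of at least 1 FPKM, 36.1% with no filter, 23.6% with quantile normalization, 39.7% of the higher genes, 21.4% with each control under 0.1 FPKM and 20.6% without genes listed at 0 in a group. Without each library in turn, 151 to 313 genes were lower past the thresholds, 34 to 133 higher and 2 to 20 lower at an adjusted p under 0.05, 1 to 4 fate genes passed and 20.7 to 29.4% were derepressed.

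The adjusted p of the oxidative phosphorylation list was 0.149 with quantile normalization, 0.568 with an estimated correlation, 0.486 with fry and 0.244 after correction for transcript length, and it was 6.3e-08 with fgsea. Fry asks whether the genes of a list changed at all, while camera compares them with the other genes, so that their values answer different questions. For DNA repair it was 0.429 with an estimated correlation, 0.248 with fry and 4.0e-07 with fgsea. For the unfolded protein response it was 0.0169 with quantile normalization. For the integrated stress response it was 0.0650 with an estimated correlation, 0.00807 with fry and 0.00125 with fgsea. For neuronal maturation it was 0.568 with an estimated correlation, 0.523 with fry, 0.106 with fgsea, 0.153 after correction for length and 3.2e-05 to 0.839 without each library, reversed without MG18. For cell death it was 0.203 with an estimated correlation and 0.0828 with fry, and for the interferon response 0.136 with quantile normalization, 0.178 with an estimated correlation, 0.542 for the Reactome set and 9.5e-04 to 0.0830 without each library. The log2 fold change of Uhrf1 was -2.25 to -1.82 without each library, with an adjusted p of 0.258 without MG18 and 0.266 without MG19. Of the values of named genes without 1 library, 466 kept direction and call, 41 lost the call, 6 gained it and 46 changed sign, and with the other alternatives 1064, 13, 3 and 19.

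Of genes that had not passed, the log2 fold change turned with quantile normalization for Foxp2 (-0.019), Tubb3 (0.20), Atp5b (0.034), Calr (0.071), Nnat (0.19), Trim28 (0.061), Zfp57 (0.061), Enpp2 (-0.072), Cldn5 (0.048), Rgs5 (0.029) and Vim (0.0069), and with median-ratio scaling for Nnat (0.025), and with sex as a covariate for Foxp2 (-0.027), Tet2 (-0.029), Mki67 (-0.021), Nnat (0.054), Ccnd2 (-0.0074), Eif2s3y (0.39) and Uty (0.011). Without each library in turn it ran over 0 for Aif1 (-1.59 to 0.49), Calr (-0.17 to 0.044), Ccnd2 (-0.18 to 0.18), Cldn5 (-0.18 to 0.14), Cox4i1 (-0.052 to 0.064), Ddx3y (-5.19 to 1.88), Dnmt1 (-0.095 to 0.20), Dnmt3b (-0.31 to 0.17), Eif2s3y (-4.20 to 2.42), Emx2 (-0.57 to 0.24), Enpp2 (-0.17 to 0.29), Foxp2 (-0.35 to 0.49), Kdm5d (-5.11 to 1.98), Map2 (-0.0044 to 0.049), Mki67 (-0.22 to 0.18), Ngfr (-0.58 to 0.12), Nnat (-0.38 to 0.35), Rbfox3 (-0.17 to 0.39), Rgs5 (-0.13 to 0.024), S100b (-0.41 to 1.13), Setdb1 (-0.22 to 0.036), Sostdc1 (-0.87 to 0.55), Tet2 (-0.14 to 0.17), Trim28 (-0.30 to 0.14), Tubb3 (-0.19 to 0.037), Uty (-4.00 to 1.84), Zfp57 (-0.13 to 0.0041) and Zic1 (-0.37 to 0.064).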

Differences from the paper's values

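The paper's number of coding genes higher in the E16 cKO at a P-value under 0.05 and over 2-fold is 89, and the number from the deposited values with limma at these thresholds is 423, of which 385 are protein-coding. None of the alternatives set before the data were examined came within 1.5 times of the paper's number, and the nearest were 154 with a pseudocount of 1 and 158 with an adjusted p under 0.05. The paper's number of lower coding genes is 20, against 171 genes here, of which 135 are protein-coding. With a pseudocount of 1 the number of lower genes was 25 and with an adjusted p under 0.05 it was 21, both within 1.5 times, while no other alternative set before the data were examined came as close. The paper's number of higher genes behind Supplemental Fig. 8A is 186, over 2-fold in the text and over 1.5-fold in the legend. At these bounds 423 and 726 genes were higher here. Over 2-fold, the numbers with a pseudocount of 1 (154), with genes of a mean of at least 1 FPKM (172) and with an adjusted p under 0.05 (158) lie within 1.5 times of the paper's, and over 1.5-fold only that with an adjusted p under 0.05 (161) does. The other alternatives do not. The paper's P-values come from Cuffdiff, which was not run here.

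The paper states that no glial or other fate determinant was among the deregulated genes. In the deposited values Gfap, an astrocyte gene, was higher, with a log2 fold change of 2.37 (adjusted p = 0.0362 in limma), and Gsx2 passed the unadjusted threshold with 1.11 (adjusted p = 0.390). With the alternatives set before the data were examined, the adjusted p of Gfap was over 0.05 with a pseudocount of 0.01, no filter on low values, no trend, quantile normalization and without each of MG16, MG17, MG18 and MG19, and the number of fate genes past the unadjusted thresholds was at least 1. The genes that the paper names there, Emx1, Emx2, Tbr1, Eomes, Neurog2 and Pax6, did not pass here either. For Gfap itself the paper mentions a mild rise in the E16 ventricular zone RNA-seq without transcripts in RT-qPCR, and no GFAP staining at E16, and the values here, of at most 2.91 FPKM, are low too.

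The paper states that genes of oxidative phosphorylation and DNA repair are underrepresented in the cKO. With hand-written lists the direction was the same, and the adjusted p was 2.4e-05 and 1.7e-04 with a preset correlation and 0.568 and 0.429 with an estimated correlation. For the neuron markers the paper states no decrease at the embryonic stage, and the list of mature neuron genes was not lower here.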

Other observations

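Of the tests in this part, those of a single control library and of loss of Uhrf1 were chosen after the result was seen, as was the correction for transcript length. Some genes of the interferon response were higher in the E16 cKO cortex. Of 41 such genes 30 had a higher and 11 a lower mean, 6 were higher and 0 lower past the unadjusted thresholds, 2 at an adjusted p under 0.05 and 3 when adjusted over the list alone (median log2 fold change 0.26, camera adjusted p = 0.00315, and 0.178 with an estimated correlation). Ifi27 stood at 1.19, 0.607 and 0.899 FPKM in controls and 6.97 and 3.86 FPKM in the cKO (log2 fold change 2.45, SE 0.36, adjusted p = 0.00970, limma). Oas2, a sensor of double-stranded RNA, is listed at 0 in all controls and stood at 0.473 and 0.585 FPKM in the cKO. With 1 cKO library left out the adjusted p of Ifi27 and Oas2 was over 0.05, at 0.266 without MG18 and 0.111 without MG19 for Ifi27 and 0.0888 without MG18 and 0.131 without MG19 for Oas2, and without a control that of Oas2 was 0.0767 to 0.106. Ifitm3, which blocks entry of viruses into cells, had a log2 fold change of 1.59 (adjusted p = 0.0818), and B2m, the light chain of MHC class I, of 1.05 (adjusted p = 0.230). Without the cKO library MG19 the adjusted p of the list was 0.0830, and for the Reactome set of interferon signaling it was 0.542. The Reactome set had 12 genes tested and shares 4 genes with the list. The paper reports interferon signaling for the ventricular zone at E16, and the values here are for whole cortex.

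Of 30 cell cycle genes, 25 had a lower mean (median -0.35, camera adjusted p = 1.7e-04, and 0.548 with an estimated correlation), with Top2a at -0.59, Mki67 at 0.01 and Ccnd2 at 0.00. Ccnd1, which encodes cyclin D1, was the only member with an adjusted p under 0.05, and it was higher (0.94, adjusted p = 0.0419 in limma). Cdc20 was lower when adjusted over the list alone (-0.61), and both genes were chosen after their values were seen. In the list of methylation machinery (18 genes, median -0.02, adjusted p = 0.994) Uhrf1 was the only member that passed. The log2 fold change was 0.06 for Dnmt1, 0.33 for Dnmt3a, -0.07 for Dnmt3b, 0.22 for Tet1, 0.02 for Tet2, 0.41 for Tet3, -0.09 for Setdb1, -0.08 for Trim28 and -0.05 for Zfp57. Of 46 genes on a list of imprinted genes written by hand, 0 passed the thresholds in limma (median 0.06, adjusted p = 0.395), with Nnat at -0.01 and Gnas at 0.29. Snurf, an imprinted gene that is not on that list, was lower past the unadjusted thresholds. Of 80 cytosolic ribosomal proteins, 3 were lower past the unadjusted thresholds (median -0.08, adjusted p = 0.111), Rpl23a, Rpl9 (-2.26, adjusted p = 0.299) and Rpl29 (-1.02, adjusted p = 0.151), all genes with processed pseudogenes. Rpl9 stood at 1.46, 1.21 and 1.45 FPKM in controls, is listed at 0 in MG18 and stood at 0.843 FPKM in MG19, so that 1 value sets most of its fall.

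Microglia and macrophage markers had a median of 0.49 (10 of 14 higher, camera adjusted p = 0.00367, and 0.470 with an estimated correlation), with C1qc at 0.48, Aif1, which encodes Iba1, at -0.55 and 0 members past the thresholds. The paper reports no change in the number or shape of microglia by Iba1 staining at E16. Oligodendrocyte lineage markers had a median of 0.68 (7 of 8 higher, adjusted p = 0.00455, and 0.427 with an estimated correlation), with Pdgfra at 0.79, higher when adjusted over the list alone, and Olig1 at 0.92. The list holds Olig2, and the paper reports no early onset of gliogenesis by staining for it. Markers of other cell types gave these values. Blood cell markers had a median of -0.29 (adjusted p = 0.235), with Hbb-bs at -0.74, chosen after its values were seen, and Hba-a1 at 0.0894, 1.26 and 4.4e-05 FPKM in controls and 34.5 and 1.29 FPKM in the cKO, 2 genes whose values are uncertain because near-identical copies share their fragments. Choroid plexus markers had a median of -0.35 (adjusted p = 0.281), with Enpp2 at 0.06, Sostdc1 at -0.16 and Ttr past the unadjusted thresholds at -1.52, listed at 0 in MG18 but within the control range in MG19. Meningeal and fibroblast markers had a median of 0.37 (adjusted p = 0.0547), with Col1a1 at 1.64 and Lum at 1.07 past the unadjusted thresholds, each mostly through 1 library, since in MG18 and MG19 Col1a1 stood at 0.663 and 3.19 FPKM, against up to 0.816 in a control, and Lum at 1.28 and 0.509 FPKM. Thalamic markers (median 0.34, adjusted p = 0.835) included Zic1 at -0.16 and Rora at 0.34. Cajal-Retzius markers (median -0.23, adjusted p = 0.126) included Reln at -0.41 and Calb2 at -0.90, the latter lower when adjusted over the list alone. Astrocyte markers (median 0.14, adjusted p = 0.303) included Aldoc at -0.39, and projection neuron markers (median -0.01, adjusted p = 0.804) included Tubb3 at -0.08, Dcx at 0.16 and Neurod6 at -0.40. The progenitor marker Prom1 stood at -0.18.

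The oxidative phosphorylation list was lower in the cKO by camera with the preset correlation, a call that was lost with an estimated correlation (adjusted p = 0.568) and with quantile normalization (0.149), and several explanations were tested. Short transcripts may have been measured lower in the cKO libraries, since the list's median of -0.22 lay at percentile 57.9 among 10000 random lists matched on transcript length and mean FPKM, whose median was -0.22. Over genes of at least 1 FPKM the median log2 fold change was -0.17 in the lowest quartile of transcript length and 0.08 in the highest. The list's median was -0.0855 without the control MG17, -0.357 without MG16 and -0.224 without MG15. The adjusted p was 0.0459 without MG17 and remained under 0.05 without the other controls. This margin and the moves of the median leave open how much 1 control sets the difference. An effect of Uhrf1 loss cannot be told apart from these, since the highest median of a cKO library lay 0.109 above the lowest median of a control.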
